# Characterization of the Altered Gene Expression Profile in Early Porcine Embryos Generated from Parthenogenesis and Somatic Cell Chromatin Transfer

**DOI:** 10.1371/journal.pone.0091728

**Published:** 2014-03-14

**Authors:** Chi Zhou, John Dobrinsky, Stephen Tsoi, George R. Foxcroft, Walter T. Dixon, Paul Stothard, John Verstegen, Michael K. Dyck

## Abstract

The *in vitro* production of early porcine embryos is of particular scientific and economic interest. In general, embryos produced from *in vitro* Assisted Reproductive Technologies (ART) manipulations, such as somatic cell chromatin transfer (CT) and parthenogenetic activation (PA), are less developmentally competent than *in vivo*–derived embryos. The mechanisms underlying the deficiencies of embryos generated from PA and CT have not been completely understood. To characterize the altered genes and gene networks in embryos generated from CT and PA, comparative transcriptomic analyses of *in vivo* (IVV) expanded blastocysts (XB), IVV hatched blastocyst (HB), PA XB, PA HB, and CT HB were performed using a custom microarray platform enriched for genes expressed during early embryonic development. Differential expressions of 1492 and 103 genes were identified in PA and CT HB, respectively, in comparison with IVV HB. The “eIF2 signalling”, “mitochondrial dysfunction”, “regulation of eIF4 and p70S6K signalling”, “protein ubiquitination”, and “mTOR signalling” pathways were down-regulated in PA HB. Dysregulation of notch signalling–associated genes were observed in both PA and CT HB. TP53 was predicted to be activated in both PA and CT HB, as 136 and 23 regulation targets of TP53 showed significant differential expression in PA and CT HB, respectively, in comparison with IVV HB. In addition, dysregulations of several critical pluripotency, trophoblast development, and implantation-associated genes (*NANOG*, *GATA2*, *KRT8*, *LGMN*, and *DPP4*) were observed in PA HB during the blastocyst hatching process. The critical genes that were observed to be dysregulated in CT and PA embryos could be indicative of underlying developmental deficiencies of embryos produced from these technologies.

## Introduction

The domestic pig is not only an economically important livestock species, but is also an increasingly recognized biomedical animal model. Therefore, the *in vitro* production of early porcine embryos is of particular scientific and economic interest. Embryos produced from *in vitro* based systems using Assisted Reproductive Technologies (ART) are generally less developmentally competent in comparison with *in vivo* embryos. In swine, the *in vitro* production of pre-implantation embryos is much less efficient than in many other mammalian species (such as cattle) [1]. *In vitro* ART manipulations could have perturbing effects on embryonic gene expression, which potentially results in important negative long-term consequences [2], without displaying significant changes in the embryos' pre-implantation morphological characteristics [3]–[5].

Somatic cell nuclear transfer (SCNT) is a technology with great potential applications in basic and biomedical researches. However, the application of SCNT is limited by its low embryonic survival rate and the high incidence of abnormalities in individuals that develop to term, and are believed to be associated with the incorrect or incomplete nuclear reprogramming [6], [7]. Somatic cell chromatin transfer (CT) is a cloning technology that was designed to facilitate the reprogramming process [4], [8], which involves *in vitro* remodelling of the donor nuclei prior to their transfer into enucleated oocytes to remove nuclear components that may interfere with nuclear remodelling [8]. Although promising results have been reported using chromatin transfer (CT), the CT-derived embryos still exhibit abnormalities similar to those observed following conventional SCNT [7], [8]. Embryos derived from parthenogenetic activation (PA) are valuable for studies on gene imprinting [9] and are a potential alternative source of embryonic stem cells [9], [10]. However, embryos generated from PA experience severe development failure [11]. The molecular mechanisms behind the deficiencies of embryos generated from PA and CT are not completely understood.

The blastocyst is an embryonic stage that is frequently transferred into female recipients after ART manipulation [12], [13] in pig, and is, therefore, of particular scientific and economic interest. Similar to most mammalian species, the porcine blastocyst stage embryo has a distinct morphological structure that consists of the inner cell mass (ICM), internal cavity (blastocoele), and a single layer of epithelial trophectoderm (TE) with, or without (after hatching), the protective zona pellucida [14], [15]. Blastocyst stage embryos need to hatch from the zona pellucida before implantation. Following blastocyst formation, the embryo expands in size and hatches from the zona pellucida to become a “free floating” hatched blastocyst in the uterus approximately 5–6 days after fertilization [16]. This “hatching” process is a critical and tightly regulated event during early embryonic development and any dysregulation of the hatching process leads to implantation failure and results in early embryonic loss [17].

In the present study, comparative transcriptomic analyses of *in vivo* (IVV) expanded blastocysts (XB), IVV hatched blastocyst (HB), PA XB, PA HB, and somatic cell chromatin transfer (CT) HB were performed using a custom microarray platform enriched for genes expressed during early embryonic development - EmbryoGENE Porcine Array Version1 (EMPV1, NCBI Gene Expression Omnibus (GEO): GPL14925) [18].

The objectives of the present study were (1) to characterize the effect of somatic cell chromatin transfer (CT) and parthenogenetic activation (PA) on the gene expression patterns of HB stage porcine embryos; (2) to identify critical genes and gene networks that were dysregulated during blastocyst hatching in PA embryos.

## Materials and Methods

### Animal ethics statement

All animal studies were conducted in accordance with the Canadian Council on Animal Care (CCAC) Guidelines and Policies with approval from the Animal Care and Use Committee: (Livestock) for the University of Alberta (Permit Number: DYCK-2006-56).

### Recovery of in vivo embryos

*In vivo* (IVV) derived porcine Germinal vesicle (GV), MII, 2-cell (2C), 4-cell (4C), 8-cell (8C), morula(M), early blastocyst (EB), expanded blastocyst (XB), hatched blastocyst (HB) and embryonic day 11 (D11) HB (hatched blastocyst before elongation) stage embryos were collected from gilts as described previously [19] and stored individually. The day of artificially insemination is considered day 0 (D0). All embryo samples were placed on dry ice immediately after collection and stored at −80°C until RNA extraction.

### Production of in vitro-derived embryos

All of the *in vitro* (somatic cell nuclear transfer (CT) and parthenogenetic activation (PA)) embryos used in the present study were produced by the International Center of Biotechnology, Minitube of America, MT Horeb, Wisconsin, USA (http://www.minitube.com). In brief, the CT reconstructed embryos were produced by using the Chromatin Transfer technology [20], [21] under license from Hematech to Minitube (Verona, WI, USA). Oocyte collection, maturation, and micromanipulation were performed following established standard operating procedures [21], [22]. The CT reconstructed embryos (for CT embryo production) and mature oocytes (for PA embryo production) were activated with incubation in 15 μM calcium ionomycin (Calbiochem, CA, USA) supplemented mNCSU23 medium (Minitube, WI, USA) and subsequently an incubation of 1.9 mM 6-dimethylaminopurine (DMAP) supplemented mNCSU23 medium following previously established procedures [22]. The *in vitro* activated CT reconstructed embryos and the parthenogenetically activated oocytes were both cultured in the PorcPRO mNCSU-23 (Minitube, WI, USA) pig embryo culture medium system in 38.7°C, 5% CO_2_, and 95–98% humidity for up to 8 days for expanded blastocyst and hatched blastocyst development.

All of the *in vitro* (CT and PA)-derived embryo samples were placed on dry ice immediately after collection and stored at −80°C until RNA extraction.

### Total RNA isolation

Total RNA was extracted from pools of 5 embryos using Arcturus PicoPure RNA Isolation Kit (Applied Biosystems, CA, USA). The RNA quality and integrity of each total RNA sample was evaluated by Bioanalyzer RNA 6000 Pico LabChip (Agilent Technologies, ON, Canada). Except for samples from MII, 2C, 4C, and 8C stage embryos, only high quality RNA samples (RNA integrity number (RIN) ≥7.5) were used for subsequent RNA amplification. It has been demonstrated that embryos from pre-embryo genome activation (pre-EGA) stages contains very low amounts of 28S rRNA which results in lower total RNA RIN value [23]. Therefore, total RNA samples from MII, 2C, 4C, and 8C stages with lower RIN values (range from 5.8 to 6.8, clear 18S and 28S bands with no visual evidence of degradation) were utilized in this study.

### Microarray experimental design

The comparative transcriptomic analyses were performed using a custom designed porcine embryo-specific microarray platform (EMPV1: EmbryoGENE Porcine Array Version1 [GPL14925]) [18].

To characterize the effects of *in vitro* manipulations (PA and CT) on the porcine blastocyst transcriptome, comparative transcriptomic analyses among *in vivo* XB, *in vivo* HB, PA XB, PA HB, and CT HB were performed. Total RNA samples extracted from pools of 5 embryos from the same stage were amplified, labelled with Cy5 dye, and hybridized with a Cy3 dye-labelled reference amplified RNA (aRNA) pool on EMPV1 microarray following a reference design [24]–[26] using three biological replicates from each group.

Agilent two-colour RNA Spike-In (Agilent Technologies, ON, Canada) were amplified, labelled and utilized as positive controls in each hybridization reaction as previously described [18].

### Reference amplified RNA (aRNA) pool generation

A reference aRNA pool was generated from10 different embryonic stages (GV, MII, 2C, 4C, 8C, M, EB, XB, HB, and D11 HB). Total RNA samples were amplified individually using RiboAmp HS^Plus^ kit (Applied Biosystems, CA, USA); 1 ng of total RNA was used in each amplification and the quality and quantity of each aRNA sample was assessed using Bioanalyzer RNA 6000 Nano LabChip (Agilent Technologies, ON, Canada) and Nanodrop ND-1000 (NanoDrop Technologies, Wilmington, USA). A total of 360 μg of reference aRNA was generated by pooling 36 μg amplified aRNA from each of the 10 embryonic stages. The reference aRNA pool was stored in aliquots at −80°C until use.

When applied to the EMPV1 platform, the reference aRNA pool produced reference signals (signals that were higher than the average signal of negative controls) for 95% of all the genes spotted on the microarray.

### RNA amplification and labelling for microarray analysis

Due to the low quantities of each total RNA sample, all RNA samples were amplified using RiboAmp HS^Plus^ kit (Applied Biosystems, CA, USA) following the manufacturer's instructions and generated amplified RNA (aRNA) targets for microarray reactions. One ng total RNA was utilized in each amplification reaction, and the quantity and quality of the aRNA products from RNA amplification reactions were evaluated by the Nanodrop ND-1000. Two μg of aRNA were used in each labelling reaction. All labelling reactions were performed using the ULS Fluorescent Labelling Kit (Kreatech Diagnostics, Amsterdam, Netherlands) following the manufacturer's instructions. The labelling of aRNA targets was processed under an ozone-free environment. Probe concentration and labelling efficiency of each labelled sample was evaluated using Nanodrop ND-1000.

### Microarray hybridization, washing and data acquisition

The hybridization, washing and drying steps of EMPV1 microarray were conducted following the procedure described previously [18]. In short, aRNA samples were labelled with different dyes (Cy5 or Cy3) and hybridized on one microarray. Arrays were then incubated at 65°C with rotation at 10 rpm for 17 hours. After washing and drying steps that strictly followed the instructions in Agilent manual, microarrays were immediately scanned using an Axon 4200AL scanner (Molecular Device, Sunnyvale, USA). The microarray results were submitted to NCBI Gene Expression Omnibus (GEO) Database (GSE48292).

Microarray data were analysed using the FlexArray software package, which uses R and Bio-Conductor [27] and provides a user-friendly interface that facilitates data processing, visualization, and statistical analysis (Michal Blazejczyk, Mathieu Miron, Robert Nadon (2007). FlexArray: A statistical data analysis software for gene expression microarrays. Genome Quebec, Montreal, Canada, URL http://genomequebec.mcgill.ca/FlexArray). Simple background subtraction and within-array global loess normalization was performed on raw data from each array using the FlexArray software package. The threshold for positive spot selection from microarray data was determined as the mean value of all the negative control spots plus two standard deviations [18]. To identify differentially expressed genes, the normalized microarray data was analyzed using the “limma” package [28] of Bio-conductor through FlexArray under the Benjamini and Hochberg false discovery rate (BH-FDR) [29] multiple comparison correction condition through FlexArray [30]. For any particular comparison, only genes with a BH-FDR adjusted P value (B-H P-value) ≤ 0.05 and a fold change (FC) ≥ 2 (or ≤0.5) were considered to be significantly up- or down-regulated.

### Gene expression data analysis

Expression data obtained from the comparative transcriptomic analysis were analysed using the IPA (Ingenuity Pathway Analysis, Ingenuity Systems, www.ingenuity.com) Biological Functions Analysis, Canonical Pathway Analysis, and Upstream Regulator Analysis tools. The biological functions and canonical pathways analyses were performed under BH-FDR multiple testing correction conditions. Only the biological functions and canonical pathways with a BH-FDR corrected P-value (B-H P-value) <0.05 were considered significant. IPA Upstream Regulator Analysis predicts the activation status of the upstream regulator by calculating a regulation Z-score and an overlap P-value, which were based on the number of known regulation target genes from the dataset of interest, expression changes of these target genes, and their agreement with literature findings. Upstream regulators with an overlap P-value ≤ 0.05 and an IPA activation Z-score ≥ 2.0 (or ≤ −2.0) were considered significantly activated (or inhibited). Description of the calculation of the IPA regulation Z-score and overlap P-value is available in IPA white papers “A Novel Approach to Predicting Upstream Regulators”. A full description of IPA analysis is available on the IPA website (http://www.ingenuity.com) under “Upstream Regulator Analysis”, “Biological Functions Analysis”, and “Ingenuity Canonical Pathways Analysis”.

### Real-time Quantitative PCR verification of gene expression results

Fourteen genes selected from the comparative gene expression data were evaluated using SYBR Green I-based Real-time Quantitative PCR (QPCR). The primer sequences for all target genes are listed in Table 1. A total of 1 ng total RNA isolated from each pool of 5 embryos was reverse transcribed into cDNA using a high capacity reverse transcriptase (SuperScript VILO cDNA Synthesis Kit, Invitrogen) following the manufacturer's instructions with a 20 μl reverse transcription (RT) reaction volume. An equal amount (10000 copies) of a synthetic RNA transcript (Xeno RNA Control, SYBR Green Cells-to-CT Control Kit, Ambion) was added to each reverse transcription reaction to serve as an external reference for SYBR Green I-based QPCR analysis, and as a positive control for reverse transcription, in order to assess variability resulting from any RT or PCR inhibitors. The cDNA products were then diluted 5 times, and 2.5 μl of the diluted cDNA was used as the template in each of the QPCR reactions performed with StepOnePlus Real-Time PCR System (Life technologies) and Fast SYBR Green Master Mix (Applied Biosystems). The QPCR data was normalized with the external control gene (Xeno RNA Control, Ambion) using the qbase^PLUS^ software (Biogazelle) [31]. The normalized QPCR data was then further analysed using the 2^−ΔΔCT^ method [31], [32] to determine the relative differential expression (fold changes) of each target gene.

**Table 1:** Primer sequences used in Real-time PCR verification.

Gene symbol	Associated Porcine RefSeq Accession No.	Primer	Primer sequence (5'-3')	Product size (bp)
LGMN	XM_001927082	Forward	AGACGCTCCACAAACAGTAC	95
		Reverse	CAACTTCATGGCAGAGATGGA	
GATA2	NM_213879	Forward	CTCCAGCTTCACCCCTAAG	157
		Reverse	CCCGTTCATCTTGTGGTACAG	
KRT8	NM_001159615	Forward	AGATCCAAAAGCGTACCGAC	136
		Reverse	AGCTGCCTGTAGAAGTTGATC	
PSEN2	NM_001078666	Forward	CTCAACTCCGTGCTCAACA	148
		Reverse	GATGTAGGTGAAGAGGAAGAGC	
NCSTN	XM_001928786	Forward	CCCCGCAATGTCATGTTTG	92
		Reverse	AACTTGCCCTTCTCCATATCG	
HES1	NM_001195231	Forward	CTGGAGAAGGCGGACATTC	92
		Reverse	GCTCGGGTCTGTGCTTAG	
HEY2	NM_001243329	Forward	CTGCAAAGTTAGAAAAGGCCG	145
		Reverse	TCTGTTAAGCACTCTCGGAATC	
ANXA8	NM_001243599	Forward	AGACATACAAGCAGATACCAGTG	142
		Reverse	CTTCTCACCCGCTGCATAC	
SLC36A2	XM_003134141	Forward	CATCACCCAGTACATCATCCAG	127
		Reverse	CAGAACCACACCAATGCTTTC	
KCTD3	XM_003357619	Forward	AGAAGTTCCCTCTGCGAATG	149
		Reverse	CGTACCATAGGCGATCTCAATC	
NANOG	NM_001129971	Forward	GGACTTTTCCTACAATCCAGC	153
		Reverse	CCCATAAACCTCAGGCATTG	
JAG1	XM_001926559	Forward	ACATAGCCCGAAACAGTAGC	158
		Reverse	GTTGTAGCAGGGATGAGGAC	
DPP4	NM_214257	Forward	TGCGGATTCCATACCCAAAG	137
		Reverse	ATCCCCTATTAACACAGACGC	
KRT18	XM_003126180	Forward	TTGACCGTGGAGTTGGATG	149
		Reverse	ACCACTGAGGTGCTCTCC	
Xeno	Control primer Xeno from SYBR Green Cells-to-CT Control Kit (Ambion)			105

## Results

### Altered gene expression profile in PA- and CT-derived HB

The reference design, which was used in the microarray comparative transcriptomic analysis among embryos derived from the PA and CT, allows for reliable comparisons among different groups in the analysis [26], as described in the methods.

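RNA of 12 pools of embryos was measured on the EMPV1 array, a porcine oligonucleotide array for early embryos. Each pool held 5 embryos, and there were 3 pools each of IVV XB, IVV HB, PA XB and PA HB, which are treated here as 3 biological replicates per group. The labelled RNA of each pool (Cy5) was hybridized together with a reference RNA pool (Cy3). The values analysed are the authors' log2 ratios of sample over reference, after background subtraction and within-array loess normalization in FlexArray, for 24908 probes with no value missing. The base of the logarithm and the direction of the ratio were checked against Dataset S1: of 1034 genes with a named probe, 783 had a probe whose difference between the PA HB and IVV HB means lay within 5e-04 of the paper's log2 fold change. A gene symbol was known for 10735 probes, which stand for 7776 genes, and the remaining 14173 probes are counted only as probes. Array medians lay between -0.09 and -0.02, and no normalization between arrays was added. The spread of the log2 ratios on an array (median absolute deviation) averaged 0.43 in IVV HB, 0.43 in IVV XB, 0.64 in PA XB and 0.66 in PA HB. Differences between groups were tested with limma in a fit of all 12 arrays, with Benjamini-Hochberg adjustment over the 24908 probes. As in the methods, a probe was taken as differentially expressed at an adjusted p of at most 0.05 and a change of at least 2-fold, and a gene when at least 1 of its probes was. With 3 arrays per group, simulated changes of 4-fold were recovered for 98.0% of probes in the comparison of PA HB with IVV HB, and simulated changes of 2-fold for 34.0%. Far fewer probes were changed in the simulation than differed in the real values, which makes the adjusted limit stricter there. CT-derived embryos were not analysed here.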

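Between PA HB and IVV HB, 831 of 7776 named genes were differentially expressed. Of these, 448 were higher and 393 were lower in PA HB, and 10 of them had probes of both kinds. Changes are ranked here among called genes with an established symbol and no overlap between the groups. The largest rise was that of AIF1, which encodes a calcium-binding protein of the immune system and rose by a log2 fold change of 4.40 (SE 0.26, n = 3 arrays per group, limma adjusted p = 1.74e-06). SLC36A2, a transporter of amino acids, followed with 4.12 (SE 0.34, adjusted p = 6.79e-05) and S100A11, another calcium-binding protein, with 3.16 (SE 0.52, adjusted p = 0.00341). The largest falls were those of CACYBP, whose product binds a ubiquitin ligase, with -3.30 (SE 0.39, adjusted p = 7.90e-04), LRPAP1, a chaperone of lipoprotein receptors, with -2.73 (SE 0.51, adjusted p = 0.00593) and LDHB, a subunit of lactate dehydrogenase, with -2.69 (SE 0.32, adjusted p = 9.20e-04). Counted as probes, named or not, 1213 were higher and 905 lower, and 1999 of these 2118 had no overlap between the groups. Among all probes, 30.0% showed no overlap, where chance gives 10%. The count of genes depends on single arrays: it was 289 without IVV HB replicate 1, 405 without PA HB replicate 2 and 527 without IVV HB replicate 3. Quantile normalization gave 440 genes, 175 of them higher and 265 lower, averaging a gene's probes gave 508, and scaling all arrays to 1 spread gave 490 higher and 282 lower. The IVV HB arrays were spread out on the axis from the mean of IVV XB (0) to that of PA XB (1), with replicates 1, 2 and 3 at 0.0307, 0.466 and 0.317.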

Comparative microarray analysis revealed 1492 and 103 significant differentially expressed (FC > 2 or < 0.5, B-H P-value<0.05) genes in PA- and CT-derived HB, respectively, in comparison with IVV-derived HB (Dataset S1). In comparison with IVV HB, 55 genes showed significant differential expression in both PA and CT HB, and 54 out of these 55 genes showed the same direction of expression changes (up- or down-regulation) in PA and CT HB.

**IPA biological function (bio-function) analysis** revealed 19 and 48 biological function categories that were significantly altered (B-H P-value<0.05, and have more than 8 molecules included in the analysis) in PA- and CT-derived HB, respectively (Dataset S2). The most significantly altered (B-H P-value<0.01, and have more than 8 molecules included in the analysis) bio-function categories in PA HB and CT HB were further identified (Figure 1). 

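Genes of the cell cycle went in both directions in PA HB. Of 25 measured genes of a list of cell cycle and proliferation genes, 3 rose, 3 fell and 19 did not pass the test in comparison with IVV HB, which were also the counts when adjusted over the list alone. CDC20, an activator of the anaphase-promoting complex, rose with a log2 fold change of 1.72 (SE 0.29, n = 3 arrays per group, limma adjusted p = 0.00383), and CENPF, a kinetochore protein, with 1.16 (SE 0.24, adjusted p = 0.00897). BUB3, a protein of the spindle checkpoint, had -1.31 (SE 0.24, adjusted p = 0.00577) and TOP2A, a DNA topoisomerase of dividing cells, -1.10 (SE 0.23, adjusted p = 0.0101). The median over the list was 0.16, and the set test of limma (camera) gave an adjusted p of 0.599. CENPF, BUB3 and TOP2A are near the limits: CENPF had 0.57 (adjusted p = 0.170) after quantile normalization and 0.92 without IVV HB replicate 1, BUB3 had -0.67 with its probes averaged, and TOP2A had -0.95 after quantile normalization, -0.93 with its probes averaged, -0.89 without IVV HB replicate 1 and -0.91 without PA HB replicate 2. In the list, 1 gene rose and 1 fell without IVV HB replicate 1, and 1 fell without PA HB replicate 2.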

The four most significantly altered bio-functions in PA HB were associated with “cellular growth and proliferation”, “cellular development”, “cell cycle”, and “neurological disease”; and the four most significantly altered bio-functions in CT HB were associated with “cell cycle”, “neurological disease”, “skeletal and muscular disorders”, and “nucleic acid metabolism”. The “cell cycle”, and “neurological disease”-associated bio-functions were significantly altered in both PA and CT-derived HB stages embryos.

**Figure 1:**
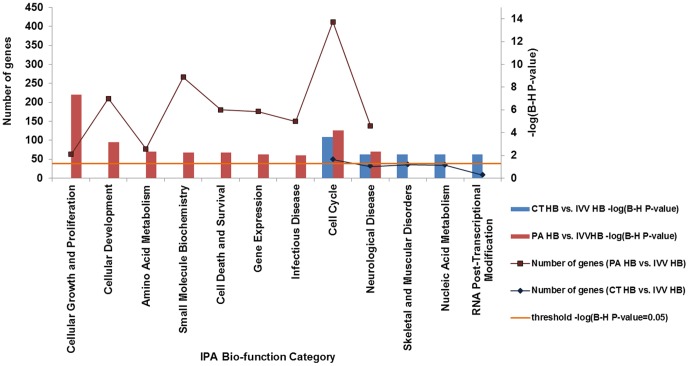
Altered biological function categories in PA and CT-derived HB. Bar chart shows the significantly altered biological function categories in IPA biological function (bio-function) analysis. Major Y axis on the left shows the number of differentially expressed genes that involved in the biological function category. Secondary Y axis on the right shows the significance (-log (B-H P-value)) of the altered biological function category. The orange line shows the significance threshold of cut off of -log (B-H P-value = 0.05).

**IPA canonical pathway analysis** revealed eight canonical pathways that were significantly altered (B-H P-value<0.05, and have more than six molecules included in the analysis) in PA HB in comparison with IVV HB (Figure 2). The “eIF2 signalling”, “mitochondrial dysfunction”, “regulation of eIF4 and p70S6K signalling”, “protein ubiquitination”, and “mTOR signalling” pathways were the five most significantly changed canonical pathways between PA HB and IVV HB. Specifically, most of the differentially expressed genes associated with these pathways were down-regulated in PA HB (Figure 2).

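Of the genes of translation, mitochondria and protein folding that passed the test between PA HB and IVV HB, more were lower than higher in PA HB. Of 24 measured translation initiation factors, 7 fell and none rose; of 44 cytosolic ribosomal proteins, 10 fell and 2 rose; of 48 subunits of the respiratory chain and ATP synthase, 13 fell and none rose; of 51 mitochondrial ribosomal proteins, 9 fell and none rose. Among heat shock proteins and chaperonins, 12 of 25 fell and none rose, and among proteasome subunits, 6 of 22 fell and 2 rose. EIF2S1, the alpha subunit of eIF2, had a log2 fold change of -1.96 (SE 0.23, n = 3 arrays per group, limma adjusted p = 9.20e-04), and EIF3I, a subunit of eIF3, had -2.00 (SE 0.28, adjusted p = 0.00149). RPL27, a protein of the large ribosomal subunit, fell by 1.61 on the log2 scale (SE 0.26, adjusted p = 0.00315), while RPL23A, of the same subunit, rose by 2.79 (SE 0.32, adjusted p = 6.75e-04). ATP5G3, which encodes a subunit of ATP synthase, had -2.13 (SE 0.35, adjusted p = 0.00302), NDUFV2, a subunit of complex I, -1.42 (SE 0.24, adjusted p = 0.00377) and MRPL1, a mitochondrial ribosomal protein, -2.58 (SE 0.41, adjusted p = 0.00276). Of the chaperones, PTGES3, a cochaperone of HSP90, had -1.68 (SE 0.20, adjusted p = 9.20e-04) and CCT2, a chaperonin subunit, -1.47 (SE 0.22, adjusted p = 0.00209).

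**Figure D1:**
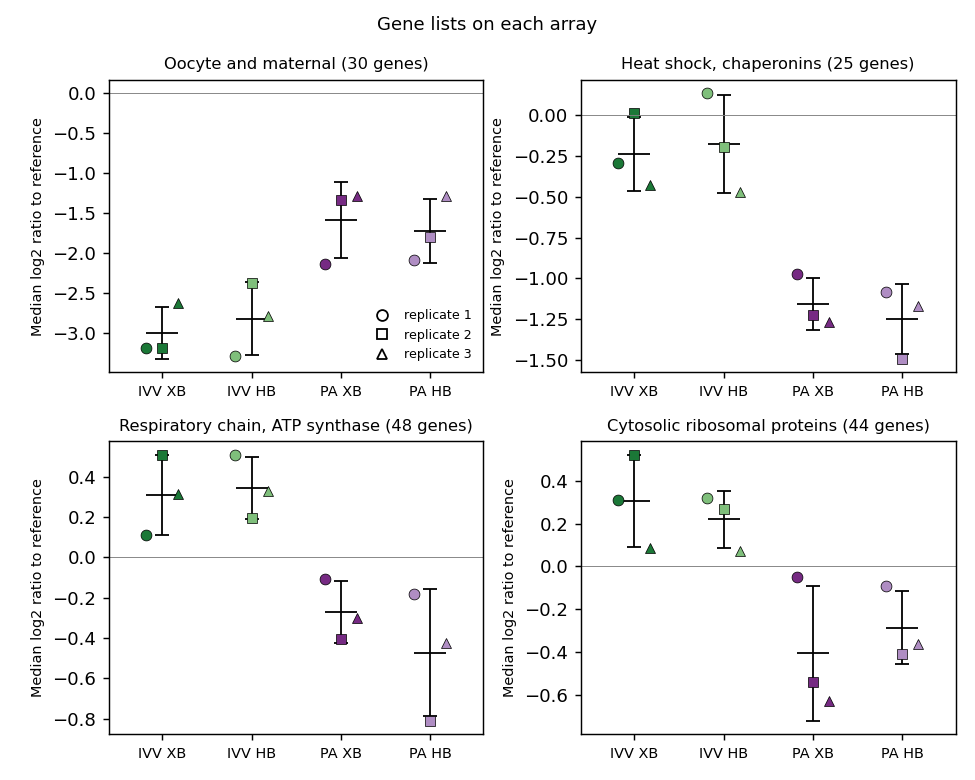
Median log2 ratio to the reference of the measured genes of 4 lists on each of the 12 arrays (vertical axes, log2). Symbols are replicates 1 to 3, horizontal lines group means and bars 1 SD; PA arrays lie above IVV arrays in oocyte and maternal transcripts and below them in the other lists, with IVV HB replicate 2 at -2.37 in the oocyte list.

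PSMA3 of the proteasome had -2.07 (SE 0.29, adjusted p = 0.00151), which was -0.77 with its 4 probes averaged. Of 19 enzymes that activate or conjugate ubiquitin (E1 and E2), 2 rose, 2 fell and 15 did not pass the test; UBE2L3 had -1.47 (SE 0.22, adjusted p = 0.00184), -0.41 with its probes averaged, and UBE2L6 2.20 (SE 0.52, adjusted p = 0.0172), 0.99 after quantile normalization. In the core of the mTOR pathway, 2 of 15 genes rose and none fell. ULK1, a kinase of autophagy, had 1.34 (SE 0.23, adjusted p = 0.00394). PRKAA2, a catalytic subunit of AMPK, had 1.93 (SE 0.53, adjusted p = 0.0305). The call of PRKAA2 was lost after quantile normalization (0.75, adjusted p = 0.281) and without IVV HB replicate 1 (adjusted p = 0.155), IVV HB replicate 3 (adjusted p = 0.0937), PA HB replicate 2 (adjusted p = 0.115) or PA HB replicate 3 (adjusted p = 0.0929). The mTOR core and the list of E1 and E2 enzymes are not the gene sets of the paper's pathways. The mTOR core holds no initiation factors or ribosomal proteins. Its counts therefore do not test the paper's result for mTOR signalling.
The lists were written before the values were examined, but after Datasets S1, S4 and S5 had been read. Dataset S1 holds the genes that the paper found between PA HB and IVV HB on these arrays. The counts and set tests of these lists are therefore not independent of it. The list of chaperones holds CACYBP, the gene with the largest fall. Adjusted over the list alone, 7 initiation factors, 11 ribosomal proteins, 15 respiratory chain genes, 12 mitochondrial ribosomal proteins, 14 chaperones and 6 proteasome subunits were lower, with 0, 2, 1, 1, 0 and 2 higher. The set test (camera, preset correlation 0.01) gave an adjusted p of 0.00176 for initiation factors, 0.00194 for ribosomal proteins, 9.52e-08 for the respiratory chain, 1.16e-05 for mitochondrial ribosomal proteins, 1.49e-08 for chaperones and 6.79e-04 for proteasome subunits, against 0.406 for the mTOR core and 0.521 for E1 and E2 enzymes. With an estimated correlation none of these lists passed, with adjusted p = 0.118, 0.506, 0.214, 0.118, 0.0735 and 0.0735 in the same order. The counts depend on single arrays. Without IVV HB replicate 1, 3 initiation factors, 4 ribosomal proteins, 6 respiratory chain genes and 3 mitochondrial ribosomal proteins fell, and without PA HB replicate 2 these counts were 4, 6, 4 and 5. The 2 proteasome subunits and the 2 E1 or E2 enzymes that rose were 0 without IVV HB replicate 1, PA HB replicate 2 or PA HB replicate 3 and 1 of each without IVV HB replicate 3, and 1 proteasome subunit rose without IVV HB replicate 2. Without IVV HB replicate 2 or PA HB replicate 1, 1 respiratory chain gene and 1 mitochondrial ribosomal protein rose, and without PA HB replicate 1 also 1 initiation factor. From the lower expression of genes of these pathways, the paper proposes that translation and protein synthesis are affected in PA HB and that the function of their mitochondria is compromised.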

**Figure 2:**
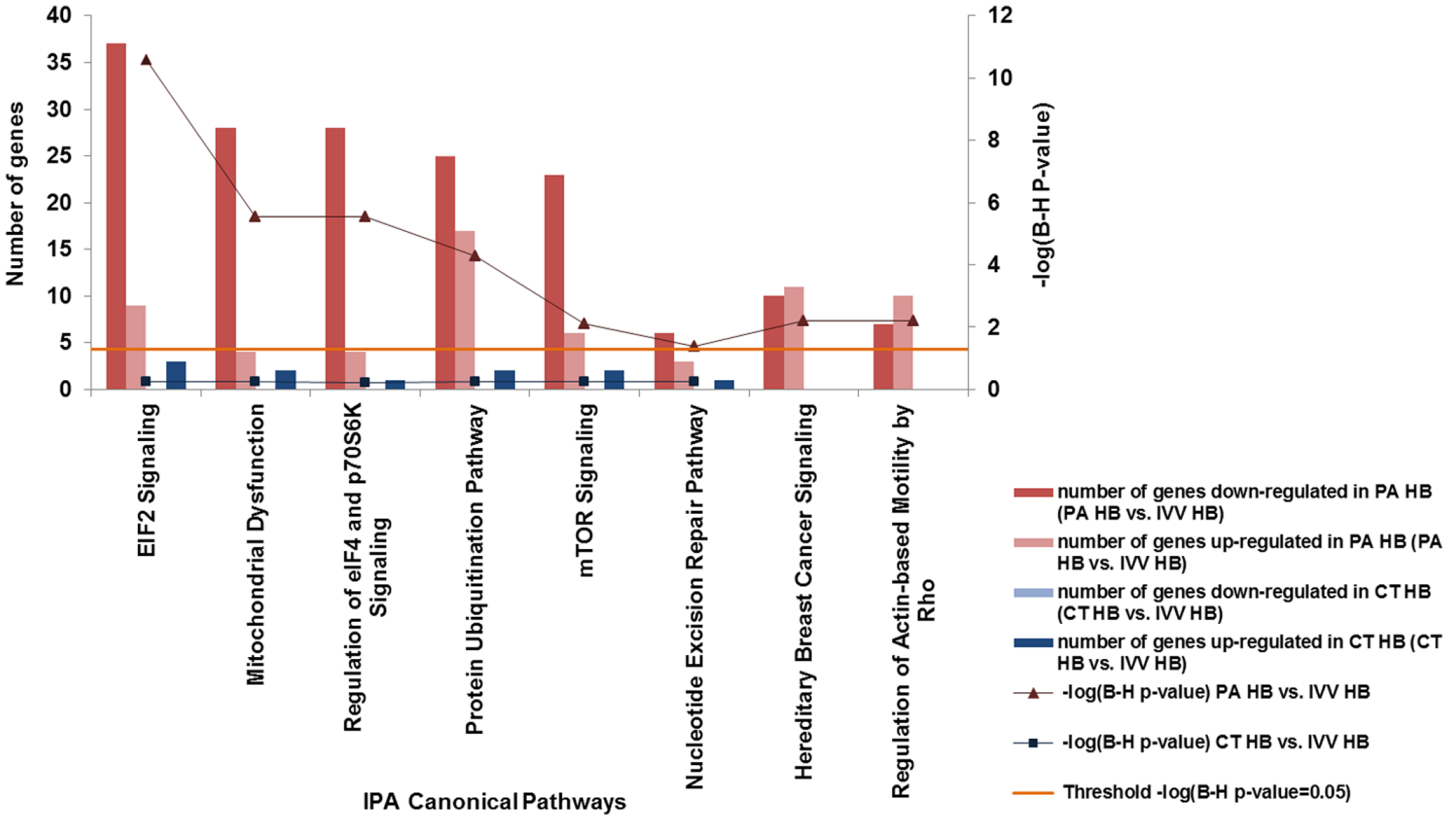
Altered canonical pathways in PA and CT-derived HB. Bar chart shows the altered canonical pathways in IPA canonical pathways analysis. Major Y axis on the left shows the number of differentially expressed genes that involved in the canonical pathway. Secondary Y axis on the right shows the significance (-log (B-H P-value)) of the canonical pathway. The orange line shows the significance threshold cut off of -log (B-H P-value = 0.05).

**IPA upstream regulator analysis** revealed five (MYC, MYCN, NOBOX, PPARGC1A, and TP53) and one (TP53) transcription factors that predicted to be significantly activated (or inhibited) in PA and CT-derived HB, respectively, in comparison with IVV HB (Dataset S3). Transcription factors PPARGC1A, MYC, and MYCN were predicted to be inhibited in PA HB; and transcription factors NOBOX and TP53 were predicted to be activated in PA HB.

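Of the predicted regulators, MYC and NOBOX had named probes, and neither passed the test between PA HB and IVV HB. MYC had a log2 fold change of -0.57 (SE 0.34, n = 3 arrays per group, limma adjusted p = 0.316) and NOBOX, a homeobox factor of the oocyte, 0.57 (SE 0.30, adjusted p = 0.237), with -0.01 on its other probe. Of 30 measured oocyte and maternal transcripts, some of which NOBOX regulates, 12 rose, none fell and 18 did not pass the test. FIGLA, an oocyte-specific factor, rose by 1.63 (SE 0.31, adjusted p = 0.00650), MAEL, a factor of germ cells, by 1.48 (SE 0.31, adjusted p = 0.00980), and NPM2, a histone chaperone of the egg, by 1.58 (SE 0.35, adjusted p = 0.0121). The median log2 fold change of the list was 1.13, and 16 genes rose when adjusted over the list alone. The set test (camera) gave an adjusted p of 1.25e-08, and the adjusted p was 0.242 with an estimated correlation. This list was also written after Dataset S1 had been read, so its test is not independent of that dataset. Most of these transcripts were far below the reference in all groups, with medians over the list of -3.29, -2.37 and -2.79 on the IVV HB arrays and -2.08, -1.79 and -1.29 on the PA HB arrays. The number that rose was 1 without IVV HB replicate 1, 3 without PA HB replicate 2, 5 without PA HB replicate 3 and 18 without PA HB replicate 1, and after quantile normalization it was 7 with a median of 0.53. MAEL was not called without IVV HB replicate 1 (adjusted p = 0.0586), nor NPM2 without it (adjusted p = 0.0672), without PA HB replicate 2 (adjusted p = 0.0536) or with its probes averaged (0.61, adjusted p = 0.181). No probe was named MYCN or PPARGC1A.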

Transcription factor TP53 was predicted to be significantly activated in both PA and CT HB. Although no significant differential expression of the TP53 gene was observed, 136 and 23 regulation targets of TP53 showed significant differential expression in PA and CT-derived HB, respectively, in comparison with IVV embryos (Dataset S4). In addition, 11 regulation targets (*ANXA8*, *CTSH*, *CTSK*, *GSTP1*, *HSP90AA1*, *IL6*, *MYO6*, *PERP*, *PHLDA3*, *PRDX3*, and *PSEN2*) of TP53 showed differential expression in both PA and CT HB compared with IVV HB. 

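Cathepsins, a cytokine and a mitochondrial peroxidase were among the genes that rose in PA HB. CTSH, a lysosomal protease, rose by a log2 fold change of 1.88 over IVV HB (SE 0.26, n = 3 arrays per group, limma adjusted p = 0.00140), from -1.23 ± 0.35 to 0.65 ± 0.20 (SD, log2 ratio to the reference). PERP, a membrane protein of desmosomes, rose by 1.49 (SE 0.23, adjusted p = 0.00249), IL6, a cytokine, by 1.26 (SE 0.24, adjusted p = 0.00623), CTSK, another lysosomal protease, by 1.18 (SE 0.25, adjusted p = 0.0118) and PRDX3, a mitochondrial peroxidase, by 1.13 (SE 0.21, adjusted p = 0.00619). PSEN2, a subunit of gamma-secretase, was lower, with -1.01 (SE 0.22, adjusted p = 0.0121). HSP90AA1, a chaperone, had -1.12 (SE 0.28, adjusted p = 0.0222) on 1 probe and -0.33 (SE 0.26, adjusted p = 0.458) on another, and MYO6, a motor protein, had -0.19 (SE 0.18, adjusted p = 0.557). The other probe of PRDX3 had -0.36 and that of PSEN2 0.20. No probe was named ANXA8, GSTP1 or PHLDA3. Several calls are near the limits: PRDX3 had 0.72 (adjusted p = 0.0709) after quantile normalization and 0.99 without IVV HB replicate 1; PSEN2 had -0.75 (adjusted p = 0.0535) after quantile normalization and adjusted p values of 0.0594 without IVV HB replicate 1 and 0.0544 without PA HB replicate 2, and -0.96 without PA HB replicate 1. CTSK had an adjusted p of 0.0660 without IVV HB replicate 1 and a log2 fold change of 0.95 without PA HB replicate 3, and the lower probe of HSP90AA1 had adjusted p values of 0.121 and 0.0900 without IVV HB replicates 1 and 3 and of 0.0555 and 0.0585 without PA HB replicates 2 and 3. With a gene's probes averaged, PRDX3 had 0.39, PSEN2 -0.40 and HSP90AA1 -0.73.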

The down-regulation of *PSEN2* (Figure 3A) and the up-regulation of *ANXA8* (Figure 3B) in PA and CT HB were confirmed by QPCR. *ANXA8* displayed detectable expression levels in both PA and CT HB, and *ANXA8* displayed significantly higher expression in PA HB than CT HB. No detectable expression of *ANXA8* was observed in IVV HB by QPCR analysis.

**Figure 3:**
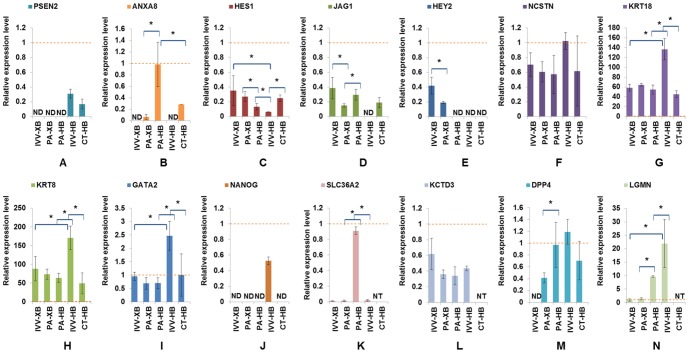
QPCR verification result. QPCR verification result of 14 selected genes. The mRNA expression levels of these genes were normalized with the external control gene (Xeno), and were calculated with 2^−ΔΔCt^ relative quantification. Bar charts showing the relative expression levels of PSEN2, ANXA8, HES1, JAG1, HEY2, NCSTN, KRT18, KRT8, GATA2, NANOG, SLC36A2, KCTD3, DPP4, and LGMN genes in IVV XB, IVV HB, PA XB, PA HB, and CT HB (KCTD3, SLC36A2, and LGMN genes were not tested in CT HB). The relative expression levels of in each sample were standardized with their expression Error bars shows the standard error (*: P < 0.05). Dashed lines indicate 1.0 expression level. ND: not detected. NT: not tested.

Significant differential expression of four “notch signalling”-associated genes (*PSEN2*, *HEY2*, *HES1*, and *J* *AG1*) were observed in PA HB in comparison with IVV-derived HB embryos. In comparison with IVV HB, the microarray analysis revealed significant down-regulation of *HEY2*, *HES1*, and *J* *AG1* genes, and significant up-regulation of *PSEN2* showed in PA HB. 

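HEY2 and JAG1 were higher in PA HB than in IVV HB and PSEN2 was lower. HEY2, a transcriptional target of Notch, had log2 ratios to the reference of 1.20 ± 0.02 in PA HB and -0.16 ± 0.58 in IVV HB (SD, n = 3), a log2 fold change of 1.36 (SE 0.37, limma adjusted p = 0.0308). JAG1, a Notch ligand, had -3.97 ± 0.22 in PA HB and -6.14 ± 0.61 in IVV HB, a log2 fold change of 2.17 (SE 0.52, adjusted p = 0.0173), with -0.10 and -0.40 on its other 2 probes. NCSTN, another subunit of gamma-secretase, had 0.31 (SE 0.50, adjusted p = 0.743). Of 20 measured genes of the Notch pathway, 3 rose, 1 fell and 16 did not pass the test, also when adjusted over the list alone. The fourth of these genes was MIB2, a ubiquitin ligase of Notch ligands, with 1.89 (SE 0.43, adjusted p = 0.0149). The median of the list was -0.01 and the mean 0.16, and the set test (camera) gave an adjusted p of 0.859. Quantile normalization ended the calls of HEY2 (1.17, adjusted p = 0.0550), JAG1 (0.98, adjusted p = 0.245) and MIB2 (0.53, adjusted p = 0.395), and averaging its probes that of JAG1 (0.56). Without IVV HB replicate 1 the adjusted p was 0.155 for HEY2, 0.0957 for JAG1 and 0.0796 for MIB2; without IVV HB replicate 3 it was 0.0871 for HEY2 and 0.0555 for MIB2; without PA HB replicate 2 it was 0.0901, 0.0513 and 0.0731; without PA HB replicate 3 it was 0.0750 for HEY2 and 0.0567 for JAG1; without PA HB replicate 1 it was 0.0542 for HEY2. No gene of the list was called without IVV HB replicate 1 or PA HB replicate 2. No probe was named HES1.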

Significant down-regulation of the *PSEN2* genes was also observed in CT-derived HB in comparison with IVV HB. Another three (*NCSTN*, *HES1*, and *J* *AG1*) “notch signalling”-associated genes showed altered expression in CT HB in comparison with IVV HB, but with less statistical significance (FC>2 or <0.5, P-value<0.05 but B-H P-value >0.05).

Five “notch signalling”-associated genes (*PSEN2*, *HEY2*, *HES1*, *NCSTN*, and *J* *AG1*) were selected for QPCR verification. *HES1* (Figure 3C) was up-regulated in both PA and CT HB in comparison with IVV HB. *PSEN2* (Figure 3A) was down-regulated in CT HB in comparison with IVV HB, and did not display detectable expression in PA HB. *J* *AG1* (Figure 3D) did not display detectable expression in IVV HB, but was expressed in both PA HB and CT HB. *HEY2* expression (Figure 3E) was not detectable in PA, CT, and IVV HB embryos in the QPCR analysis. No significant expression change of NCSTN (Figure 3F) was observed among PA, CT and IVV-derived HB in the QPCR analysis.

In comparison with IVV HB, significant down-regulation (FC = 0.3, B-H P-value<0.05) of *KRT18* (Figure 3G) was observed in PA HB, and a less significant down-regulation (FC = 0.66, P-value<0.05 but B-H P-value>0.05) of *KRT18* was observed in CT HB. 

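KRT18, a keratin of the trophectoderm, was lower in PA HB, with a log2 ratio to the reference of -0.80 ± 0.11 against 0.93 ± 0.62 in IVV HB (SD, n = 3). This is a log2 fold change of -1.72 (SE 0.29, limma adjusted p = 0.00341), and the 3 PA HB arrays lay below the 3 IVV HB arrays. Its other probe had -0.52 (SE 0.33, adjusted p = 0.347). KRT8, the partner of KRT18 in keratin filaments, was higher in PA HB, with 1.23 (SE 0.23, adjusted p = 0.00547), and its other probe had 0.95 (SE 0.46, adjusted p = 0.206). After quantile normalization KRT8 had 0.88 (adjusted p = 0.0901). KRT19, also an epithelial keratin, had -0.26 (SE 0.20, adjusted p = 0.437). Of 24 measured trophectoderm genes, 1 rose, 4 fell and 19 did not pass the test; adjusted over the list alone, 2 rose and 5 fell. Besides KRT18, the tight junction gene OCLN fell by 1.31 on the log2 scale (SE 0.24, adjusted p = 0.00497) and WWTR1, a transcriptional partner in Hippo signalling, by 1.31 (SE 0.25, adjusted p = 0.00697). The median of the list was 0.08 and the mean -0.10 (camera, adjusted p = 0.775). In the list, 2 genes rose without IVV HB replicate 2, PA HB replicate 1 or PA HB replicate 2. With its probes averaged OCLN had -0.59 (adjusted p = 0.0626).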

QPCR analysis of *KRT18* (Figure 3G) and *KRT8* (Figure 3H) expression showed that the *KRT18* and *KRT8* genes were down-regulated in PA HB, and the *KRT18* was down-regulated in CT HB, in comparison with IVV HB.

In addition, microarray analysis revealed significant down-regulation (FC<0.5, B-H P-value<0.05) of *GATA2* and *NANOG* in PA HB in comparison with IVV HB. 

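GATA2, a trophoblast transcription factor, did not pass the test between PA HB and IVV HB on its named probe. Its log2 ratio to the reference was 2.06 ± 0.13 in PA HB and 1.79 ± 0.63 in IVV HB (SD, n = 3), a log2 fold change of 0.26 (SE 0.28, limma adjusted p = 0.610). After quantile normalization the value was -0.87 (adjusted p = 0.109), and without IVV HB replicate 1 it was -0.07 (adjusted p = 0.923). No probe was named NANOG. Of 12 other genes of pluripotency and the epiblast, 1 rose, none fell and 11 did not pass the test, also when adjusted over the list alone, and 2 had an unadjusted p under 0.05 in limma. The gene that rose was DPPA5, a marker of pluripotent cells, with 1.02 (SE 0.25, adjusted p = 0.0183). The list had a median of -0.15 (camera, adjusted p = 0.775). DPPA5 lies at the fold change limit: it had 0.18 after quantile normalization, 0.92 with its probes averaged, and adjusted p values of 0.0699 and 0.0780 without IVV HB replicates 1 and 3 and of 0.0563 and 0.0683 without PA HB replicates 2 and 3.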

QPCR analysis results confirmed this down-regulation of *GATA2* in *NANOG* in PA HB (Figure 3I and 3J). However, the down-regulation of *GATA2* in CT HB was not statistically significant. In the QPCR analysis, *NANOG* expression was only detectable in IVV HB, and no detectable expression of *NANOG* was observed in PA and CT HB.

Microarray analysis also revealed significant up-regulation (FC > 2, B-H P-value<0.05) of four precursor-microRNAs (pre-miRNA) (*MIR1343*, *MIR149*, *MIR505*, and *MIR192*) in PA HB in comparison with IVV HB. Only trends (P-value<0.05 but B-H P-value>0.05) of differential expression of the pre-miRNA of MIR505 (FC = 0.57) and MIR192 (FC = 1.57) were observed in the CT HB in comparison with IVV HB.

### Altered gene expression-regulation during blastocyst hatching of PA-derived embryos

Comparative transcriptomic analysis among IVV XB, IVV HB, PA XB, and PA HB revealed that during the transition from XB to HB, differential expression (FC > 2 or <0.5, B-H P-value<0.05) of 3 and 31 genes were observed in PA and IVV-derived embryos, respectively (Dataset S5).

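From XB to HB, 16 named genes were differentially expressed in IVV embryos, 9 higher and 7 lower in HB, and 1 in PA embryos. In IVV embryos the largest fall was that of IL6, with a log2 fold change of -3.13 (SE 0.24, n = 3 arrays per group, limma adjusted p = 1.07e-04). ATP6V0D2, a subunit of the proton pump of lysosomes, had -2.09 (SE 0.28, adjusted p = 0.00944) and EIF2AK4, a kinase of eIF2 that responds to a lack of amino acids, -1.84 (SE 0.26, adjusted p = 0.0108). Among the genes that rose, NPC1, which exports cholesterol from lysosomes, had 2.01 (SE 0.34, adjusted p = 0.0412), GNPDA1, an enzyme of amino sugar metabolism, 1.76 (SE 0.26, adjusted p = 0.0188) and APOE, a lipid carrier, 1.46 (SE 0.18, adjusted p = 0.00603). GNPDA1 and APOE have another probe, with 0.40 and 0.03; with the probes averaged GNPDA1 had 1.08 (adjusted p = 0.0407) and APOE, no longer called, 0.75 (adjusted p = 0.114).

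**Figure D2:**
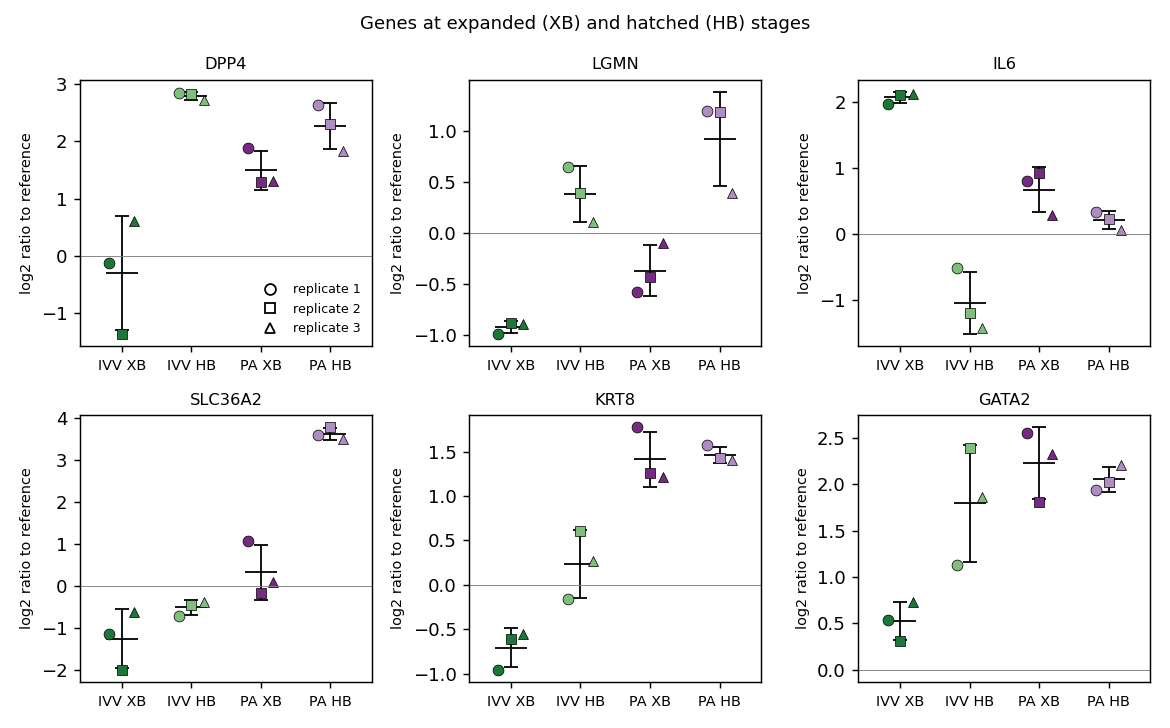
Log2 ratio to the reference of 6 genes on each array (vertical axes, log2), by group. Symbols are replicates 1 to 3, horizontal lines group means and bars 1 SD; IL6 goes from 2.08 to -1.06 between IVV XB and IVV HB and from 0.67 to 0.21 between PA XB and PA HB.

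Counted as probes, 16 were higher and 21 lower in IVV HB, and 2 were higher in PA HB. An unadjusted p under 0.05 was found for 6.36% of probes in IVV and 6.35% in PA embryos. Of the 31 genes of Dataset S5 for IVV embryos, a list chosen on these samples, 22 had a named probe and 12 of these were differentially expressed here. Trophectoderm and hypoblast genes passed the set test toward higher values in IVV HB with the preset correlation. Of 24 trophectoderm genes 1 (DPP4) and of 12 hypoblast genes 1 (APOE) rose and none fell, 3 in each list when adjusted over the list alone. Both lists were written after Dataset S5 had been read, and DPP4 and APOE are genes of that dataset, so these set tests are not independent of it. The medians were 0.15 and 0.31 with camera adjusted p values of 0.0239 and 0.00821, and the adjusted p was 0.142 and 0.361 with an estimated correlation. Neither set passed after quantile normalization (adjusted p = 0.107 for the trophectoderm genes) or with the probes of each gene averaged (adjusted p = 0.0790 for both). Without IVV HB replicate 3 no gene of either list rose, and without IVV XB replicate 3 2 of each rose; the adjusted p of the trophectoderm set was 0.0517 without IVV XB replicate 1, 0.0691 without IVV XB replicate 3 and 0.0721 without IVV HB replicate 1, when 2 of its genes rose. In PA embryos no gene of either list passed the test, and 2 trophectoderm and 0 hypoblast genes had an unadjusted p under 0.05 in limma; adjusted over the list alone, 1 trophectoderm and 0 hypoblast genes rose, and the camera adjusted p values were 0.710 and 0.758. The count in IVV embryos rests on single arrays: it was 3 without IVV HB replicate 3, 5 without IVV XB replicate 2, 7 without IVV XB replicate 1, 10 without IVV HB replicate 2, 36 without IVV HB replicate 1 and 138 without IVV XB replicate 3; after quantile normalization it was 51. With the replicate number as a block it was 32 in IVV and 4 in PA embryos. The pool of IVV XB replicate 3 is labelled day 6, later than the IVV HB pools (day 5.5) and the other IVV XB pools (day 5), and its log2 ratios had correlations of 0.863, 0.820 and 0.881 with the IVV HB arrays and of 0.807 and 0.806 with the other IVV XB arrays. In this comparison stage and labelled age are thus not in the same order.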

The comparative microarray analysis revealed three genes (*KCTD3*, *ANXA8*, and *SLC36A2*) that showed statistically significant up-regulation from XB to HB in PA embryos. However, no significant differential expression of these three genes was observed in between IVV-derived XB and IVV HB.

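SLC36A2 rose from XB to HB in PA embryos, from a log2 ratio to the reference of 0.33 ± 0.65 to 3.62 ± 0.14 (SD, n = 3). The log2 fold change was 3.29 (SE 0.34, limma adjusted p = 0.00220), and each PA HB array lay above each PA XB array. In IVV embryos it went from -1.25 ± 0.69 to -0.50 ± 0.17, a log2 fold change of 0.74 (SE 0.34, adjusted p = 0.765). The difference between the changes in PA and IVV embryos was 2.54 (SE 0.48, adjusted p = 0.300 over all probes). KCTD3, a protein with a potassium channel tetramerization domain, had 1.62 (SE 0.23, adjusted p = 0.0551) in PA embryos and 0.11 (SE 0.23, adjusted p = 0.998) in IVV embryos, with a difference of 1.51 (SE 0.32, adjusted p = 0.474). Its other 2 probes had 0.29 and -0.22 in PA embryos. No probe was named ANXA8. A probe without a gene name rose by 3.25 (SE 0.31, adjusted p = 0.00136) in PA embryos, within 5e-04 of the value of ANXA8 in Dataset S5 (3.25434), a match in value alone. In IVV embryos this probe had -0.13, and the difference between the origins of 3.39 passed the limma test over all probes (adjusted p = 0.0254). SLC36A2 was not called after quantile normalization (2.30, adjusted p = 0.207), after scaling of the arrays to the same spread, when 0 genes were called, or in a fit of the PA arrays alone (adjusted p = 0.0641). The PA XB and PA HB arrays of the same number deviated alike from their group means, with correlations over probes of 0.45, 0.32 and 0.22. In a fit of the PA arrays with the replicate number as a block, chosen after this was seen, 11 genes were differentially expressed, among them SLC36A2 (adjusted p = 0.00197) and KCTD3 (adjusted p = 0.0274), and with that block in the fit of all 12 arrays KCTD3 had an adjusted p of 0.0497.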

QPCR analysis confirmed the up-regulation of *SLC36A2* (Figure 3K) and *ANXA8* (Figure 3B) from the XB to HB stage in PA embryos. *SLC36A2* showed no significant differential expression between IVV XB and IVV HB, and *ANXA8* expression was not detectable in IVV XB and IVV HB. No significant differential expression of *KCTD3* was observed between PA XB and PA HB in the QPCR analysis (Figure 3L).

Significant up-regulation (FC > 2, B-H P-value<0.05) of *DPP4* and *LGMN* from XB to HB in *in vivo*-derived embryos were observed in the microarray analysis. Trends toward up-regulation of the *DPP4* and *LGMN* were also observed in the PA embryos from XB to HB. In addition, a trend (P-value<0.05 but B-H P-value >0.05) of up-regulation of the trophectoderm development-associated gene *KRT8* (FC = 1.9) and *GATA2* (FC = 2.4) from XB to HB in IVV embryo was observed in the microarray analysis. However, no differential expression of *KRT8* was observed between PA XB and PA HB embryos. 

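DPP4 was higher in HB than in XB of IVV embryos, with a log2 ratio to the reference of 2.80 ± 0.07 against -0.29 ± 1.00 (SD, n = 3). This is a log2 fold change of 3.09 (SE 0.38, limma adjusted p = 0.00603). In PA embryos DPP4 had 2.26 ± 0.40 in HB, and its log2 fold change from XB was 0.76 (SE 0.38, adjusted p = 0.817). The change in PA embryos minus that in IVV embryos was -2.32 on the log2 scale (SE 0.54), which did not pass the test of the difference over all probes (adjusted p = 0.586). LGMN had nearly equal changes in both origins: 1.30 (SE 0.24, adjusted p = 0.0531) in IVV embryos, from -0.92 ± 0.06 to 0.38 ± 0.27, and 1.29 (SE 0.24, adjusted p = 0.150) in PA embryos, from -0.37 ± 0.25 to 0.92 ± 0.46. Their difference was -0.01 (SE 0.34, adjusted p = 0.999). In both genes each IVV HB array lay above each IVV XB array, and in LGMN this also held for PA HB and PA XB. LGMN passed the test in IVV embryos after quantile normalization (1.54, adjusted p = 0.00896), with the replicate number as a block (adjusted p = 0.0495), in a fit of the IVV arrays alone (adjusted p = 0.0469) and without IVV XB replicate 3 (adjusted p = 0.0394). Without IVV HB replicate 3 DPP4 lay just past the limit in IVV embryos (adjusted p = 0.0500), without IVV XB replicate 3 its difference between the origins was -2.77 (adjusted p = 0.0266), and its other probe had 0.32 in IVV and -0.02 in PA embryos.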

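KRT8 and GATA2 were higher in HB than in XB of IVV embryos without passing the test over all probes, and neither differed between PA XB and PA HB by that test. In IVV embryos KRT8 went from -0.71 ± 0.22 to 0.24 ± 0.38 (SD, n = 3, log2 ratio to the reference), a log2 fold change of 0.94 (SE 0.23, limma adjusted p = 0.182), and each IVV HB array lay above each IVV XB array. GATA2 went from 0.53 ± 0.21 to 1.79 ± 0.63, a log2 fold change of 1.27 (SE 0.28, adjusted p = 0.139). In PA embryos KRT8 had 0.05 (SE 0.23, adjusted p = 0.985) and GATA2 -0.17 (SE 0.28, adjusted p = 0.969). Both genes were already at 1.42 ± 0.31 and 2.23 ± 0.38 in PA XB, which is above IVV XB by 2.12 for KRT8 (SE 0.23, adjusted p = 1.78e-04) and by 1.70 for GATA2 (SE 0.28, adjusted p = 0.00172). The difference between the changes in PA and IVV embryos was -0.89 for KRT8 (SE 0.32, adjusted p = 0.988) and -1.44 for GATA2 (SE 0.40, adjusted p = 0.801). GATA2 passed the test in IVV embryos after quantile normalization (1.71, adjusted p = 0.0228) and without IVV HB replicate 1 (1.60, adjusted p = 0.0251). The other probe of KRT8 had 1.52 (SE 0.46, adjusted p = 0.364) in IVV and -0.28 (SE 0.46, adjusted p = 0.970) in PA embryos.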

Results from QPCR analysis confirmed the up-regulation of *DPP4*, *LGMN*, *GATA2* and *KRT8* from XB to HB *in vivo* (Figure 3M, 3N, 3H, and 3G). In comparison with IVV embryos, *DPP4* and *LGMN* displayed a smaller up-regulation from XB to HB in PA embryos. No differential expression of *GATA2* and *KRT8* was observed between PA XB and PA HB in the QPCR analysis.

Three (*HEY2*, *HES1*, and *J* *AG1*) “Notch signalling”-associated genes showed down-regulation (FC<0.5), but with reduced statistical significance (P-value<0.05 but B-H P-value >0.05), from XB to HB in IVV embryos in the microarray analysis. *HES1* showed more than 2.5 fold down-regulation from XB to HB in both IVV and PA embryos. *HEY2* and *J* *AG1* showed more than 2.4 fold down-regulation from XB to HB in IVV embryos, but no significant differential expression of these two genes was observed in PA embryos.

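HEY2 and JAG1 did not pass the test adjusted over all probes from XB to HB in either kind of embryo. The paper reports their falls in IVV embryos at an unadjusted p under 0.05 and not at the adjusted limit. By that measure JAG1 also fell here on the probe used, and HEY2 did not. HEY2 had a log2 ratio to the reference of -0.20 ± 0.33 in IVV XB, and its log2 fold change to IVV HB was 0.04 (SE 0.37, n = 3 arrays per group, limma adjusted p = 0.998). In PA embryos its change was -0.22 (SE 0.37, adjusted p = 0.970), from 1.42 ± 0.87 in PA XB (SD). JAG1 was at -4.87 ± 1.42 in IVV XB and changed by -1.27 (SE 0.52, adjusted p = 0.652) in IVV and by -0.02 (SE 0.52, adjusted p = 0.999) in PA embryos. On another probe JAG1 had log2 ratios between -1.22 and -1.20 in IVV HB, against -1.12 to -1.02 in IVV XB. On its remaining probe it had 0.25 to 0.35 in IVV HB, against 0.02 to 0.13 in IVV XB. The difference between the origins was -0.26 for HEY2 (SE 0.53, adjusted p = 0.999) and 1.25 for JAG1 (SE 0.73, adjusted p = 0.999). Of the 20 measured genes of the Notch pathway none was called in IVV or in PA embryos. In IVV embryos 1 of them, JAG1, had an unadjusted p under 0.05 in limma, and in PA embryos 0 had (camera, adjusted p = 0.944 and 0.758). Without IVV XB replicate 3 JAG1 had -2.06 in IVV embryos (adjusted p = 0.00826).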

Results from QPCR analysis confirmed the up-regulation of *HES1* and the down-regulation of *HEY2* and *J* *AG1* from XB to HB in IVV embryos (Figure 3C–E). Although up-regulation of *HES1* and down-regulation of *J* *AG1* from XB to HB in PA embryos were observed in the QPCR analysis, the expression changes of these two genes were less significant than IVV embryos (Figure 3C–D). HEY2 displayed a higher expression in IVV XB than PA XB, and *HEY2* expression was not detectable in both PA and IVV HB in the QPCR analysis (Figure 3E).

## Discussion

The embryos generated after *in vitro* manipulations such as parthenogenetic activation and nuclear transfer displayed slower and less effective development [33]–[36], and dysregulation of critical gene networks is probably associated with these deficiencies.

The first objective of the present study was to characterize the effects of somatic cell chromatin transfer (CT) and parthenogenetic activation (PA) on the gene expression patterns of hatched blastocyst stage porcine embryos.

Comparative microarray analysis revealed 1492 and 103 significantly differentially expressed genes in PA and CT-derived HB, respectively, in comparison with IVV-derived HB. This large gene expression profile differences between PA HB and IVV HB observed in the present study is consistent with previous studies in different species [9], [33]–[35]. The gene expression profile differences between CT and IVV-derived HB observed in the present study was less pronounced than the differences previously reported between SCNT and IVV-derive porcine blastocyst stage embryos [36].

In comparison with IVV HB, the“eIF2 signalling”, “mTOR signalling”, “regulation of eIF4 and p70S6K signalling”, “mitochondrial dysfunction”, and “protein ubiquitination pathway” pathways were the 5 most significantly altered pathways in PA HB, and most of the differentially expressed genes associated with these 5 pathways were down-regulated in PA HB.

Eukaryotic translation initiation factor 2 (eIF2) plays a key role in the recognition of the correct start codon during translation initiation process [37]. Phosphorylation of eIF2 reduces global translation and activates the transcription of “stress recovery” genes in response to environmental stresses such as amino acid deficiency, heavy metal toxicity, and bacterial infection [37], [38]. It has been reported that cells with defective eIF2 signalling were more susceptible to bacterial invasion [38]. The “mTOR signalling pathway” plays a critical role in the regulating of cell growth, proliferation, translation, protein synthesis and survival [39]–[41]. The eIF4 initiation factors are responsible for recruiting mRNA to a ribosome during translation process [42]. The translation eIF4 initiation factors and p70 S6 kinase (p70S6k) both play critical roles in the translation and protein synthesis regulation, and both eIF4 and p70S6k are regulation targets of mTOR [41], [42]. Many environmental stimuli including growth factors, hormones, and nutrient availability can regulate the eIF4 and p70S6K through “mTOR signalling pathway” [39]. The down-regulation of genes associated with the “eIF2 signalling”, “mTOR signalling”, “Regulation of eIF4 and p70S6K signalling” pathways suggest that the general translation and protein synthesis are affected in PA HB; and many “mTOR signalling”-associated critical biological processes are also significantly affected in PA HB.

Mitochondria, especially as an ATP generation source, are critical for the development of early embryos, and perturbation in their functions is associated with compromised embryonic competence [43]. Mitochondrial dysfunction in oocytes is directly responsible for the high levels of developmental retardation and early arrest of pre-implantation embryos produced *in vitro* [44]. In the present study, the down-regulation of “mitochondrial dysfunction”-associated genes in PA HB suggests compromised mitochondria function in PA HB.

The “Ubiquitin–proteasome pathway” is responsible for the selective degradation of soluble cellular proteins in most cases [45]. Ubiquitination of cellular protein is essential for the ubiquitin-proteasome pathway-dependent cellular protein degradation [46]. Degradation of maternal proteins through the “ubiquitin–proteasome pathway” is believed to be important for the oocyte-to-embryo transition [47]. In this study, significant differential expressions in genes associated with “protein ubiquitination pathway” were observed, suggesting an altered protein degradation process in PA embryos.

TP53 (tumor protein p53) encoding a well- known cell-cycle regulator and apoptosis mediator [48], and it has been previously reported that the embryos derived from parthenogenetic activation experience a higher apoptotic cell death rate [11]. Results from the present study showed that the TP53 is predicted to be activated in both PA and CT HB in comparison with the IVV HB, where the number of differentially expressed TP53 regulation targets in PA HB was more than four times higher than the number of differentially expressed TP53 regulation targets in CT HB. In addition, *ANXA8* (annexin A8) is a member of the annexins (ANXs) family, which is a group of Ca^2+^-dependent phospholipid-binding proteins. ANXs are involved in many important biological processes including vesicle trafficking, calcium signalling, cell growth, cell cycle, and apoptosis [49]. Over expression of *ANXA8* has been reported to be associated with cancer and apoptosis [50]. In the present study, *ANXA8* displayed significantly higher expression in PA HB than CT HB, and no detectable expression of *ANXA8* was observed in IVV HB. These results suggest that an activated apoptotic process might be induced in both PA and CT derived HB, and that the activation of this apoptotic process appears to be greater in PA HB than in CT HB.

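Of 18 measured genes of the apoptosis machinery, 1 rose, 1 fell and 16 did not pass the test between PA HB and IVV HB. DFFA, the inhibitor of a nuclease of apoptosis, rose by a log2 fold change of 1.08 (SE 0.17, n = 3 arrays per group, limma adjusted p = 0.00244), and MCL1, an inhibitor of apoptosis, had -2.06 (SE 0.26, adjusted p = 0.00113). The list had a median of -0.24 (camera, adjusted p = 0.269) and the same counts when adjusted over the list alone, and 6 of its genes had an unadjusted p under 0.05 in limma. With their probes averaged, DFFA had 0.63 and MCL1 -0.68, and DFFA also had 0.86 after quantile normalization and 0.95 without IVV HB replicate 1. Leaving out IVV HB replicate 2 or 3 or PA HB replicate 1 gave 2 genes that fell.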

NOTCH is an important regulator of development in many animals [51], which participate in many critical biological processes including cell fate specification, differentiation, proliferation, apoptosis, migration, and angiogenesis [52]. Small perturbations in Notch activity could lead to numerous developmental defects and diseases [51]. Notch signalling is initiated through ligand-receptor interactions between neighbouring cells [52]. The NOTCH-mediated HES1 expression plays an important role in the regulation of cell fate decision [52]. In mammals, the two highly homologous presenilin genes (*PSEN1* and *PSEN2*) play important roles during early embryonic development and both of the presenilin genes are positive regulators of the “notch signalling” pathway [53], [54]. Results from the present study showed that one of the mammalian Notch ligands Jagged1 (encoded by *J* *AG1* gene) [52], [55] and two other members (*HES1* [56] and *PSEN2* [54], [57]) of “Notch signalling” pathway were significantly differentially expressed between PA and IVV-derived HB. Less dramatic differential expression of these three “notch signalling”-associated genes were also observed in the CT HB. These results suggest that the “notch signalling” pathway is dysregulated in both PA and CT HB, and this dysregulation is more significant in PA HB than in CT HB. The altered regulation in Notch signalling probably contributes to the impaired development of PA and CT-derived embryos.

As one of the key regulators of pluripotency, the transcription factor *NANOG* functions as a repressor of the extra-embryonic endoderm (ExE) or primitive endoderm (PE) cell fate [58]. In comparison with IVV HB, significant down-regulation of *NANOG* in both PA and CT HB was observed in the present study, which suggests a compromised regulation of cell fate specification and TE differentiation in PA HB and CT HB.

Transcription factor GATA binding protein 2 (*GATA2*) is expressed in trophoblast giant cells and acts as important regulator for trophoblast-specific gene expression and placental function [59], [60]. Expression of *GATA2* genes is essential for normal embryonic development in rodents [59]. Keratins 8 (*KRT8*), keratin 18 (*KRT18*) and keratins 19 (*KRT19*) are predominantly expressed in epithelial components of glandular tissues in rodents and humans [61]–[63]. Expression of keratin 8 and keratin 18/19 are expressed in TE and are essential for the integrity of a specialized embryonic epithelium (trophoblast giant cells) layer and the survival of embryos [60], [62], [63]. In the present study, *GATA2*, *KRT18*, and *KRT18* showed significant down-regulation in PA HB, but only *KRT18* showed significant down-regulation in CT HB embryos in the QPCR analysis. These results suggest impaired trophoblast development in both PA HB and CT HB, and trophoblast development in CT HB is less affected than PA HB.

Although the DPP4 (dipeptidyl peptidase 4) was reported to be differentially regulated in the CT-derived bovine day 45 placenta [7], no significant differential expression of *DPP4* was observed in PA and CT HB in the present study.

MicroRNAs (miRNA) are believed to be key regulators in pre-implantation embryonic development and differentiation [64], [65]. Recent reports suggest that the microRNA reprogramming is incomplete and inconsistent in cloned embryos [35], [66]. In the present study, microarray analysis revealed significant differential expression of four pre-miRNAs in PA HB in comparison with IVV HB. Two of these 4 pre-miRNAs showed trends of differential expression, and no statistically significant differentially expressed pre-miRNA was observed between CT and IVV HB. During pre-implantation development of embryos, dynamic synthesis and degradation of miRNAs coexists [65]. Hence the differential expression of pre-miRNA does not guarantee the differential expression of mature miRNA.

In this study, the oocyte *in vitro* maturation, *in vitro* activation, as well as the embryo *in vitro* culture processes for the CT and PA embryo generation followed exactly the same procedures. The 54 common differentially expressed genes that were observed in CT and PA embryos in comparison with IVV embryos could be associated with any of these common *in vitro* manipulation processes. Further studies are necessary before the differential expression of these “common differentially expressed genes” could be connected with any specific *in vitro* process.

The second objective of the present study was to identify dysregulated genes and gene networks in PA embryos during blastocyst hatching. Hatching is a critical and necessary process during the early development of mammalian embryos. Blastocyst hatching is a well programmed and tightly regulated event, and dysregulation of this critical process leads to implantation failure and results in early embryonic loss [17]. Dysregulation of critical genes and gene networks during blastocyst hatching process are probably contributed to the deficiencies in embryos generated from PA.

In the present study, significant differential expression of 31 genes were observed during the blastocyst hatching process (from XB to HB) in IVV embryos, but these 31 genes were not properly regulated in PA embryos during blastocyst hatching. On the other hand, *SLC36A2* and *ANXA8* showed significant up-regulation during the blastocyst hatching process in PA embryos, but no up-regulation of these two genes were observed in IVV embryos. 

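The genes that changed on hatching in IVV embryos had smaller changes in PA embryos, and the difference itself passed the test for IL6. Of the 31 genes of Dataset S5, 14 had a named probe at the paper's value (within 5e-04), and these had a median absolute log2 fold change of 1.47 in IVV and 0.83 in PA embryos. All 14 had the smaller change in PA embryos, 13 of them in the same direction, and none passed the test there in the limma fit of all 12 arrays. The list was chosen for its change in these IVV arrays, so a smaller value elsewhere is not independent evidence. The test of the difference contains the same IVV arrays, so only its result over all probes is free of that choice: there IL6 passed, with 2.66 (SE 0.34, n = 3 arrays per group, limma adjusted p = 0.0254). IL6 went from 2.08 ± 0.08 to -1.06 ± 0.47 in IVV embryos and from 0.67 ± 0.34 to 0.21 ± 0.14 in PA embryos (SD, log2 ratio to the reference). APOE rose by 1.46 in IVV embryos and had -0.02 (SE 0.18, adjusted p = 0.993) in PA embryos, a difference of -1.49 (SE 0.26, adjusted p = 0.254) that was -0.89 with its 2 probes averaged. GNPDA1 had 1.68 (SE 0.26, adjusted p = 0.0781) in PA embryos, and was called there (adjusted p = 0.0274) in the fit of the PA arrays with the replicate number as a block, chosen after the pairing of these arrays was seen; its difference was -0.07 (SE 0.37, adjusted p = 0.999). The difference in IL6 passed without IVV HB replicate 1 or IVV XB replicate 3, and leaving out any other array gave adjusted p values between 0.0538 and 0.143; without IVV XB replicate 3 APOE also passed (-1.58, adjusted p = 0.0320). The paper describes the 31 genes as not properly regulated in PA embryos, and says the same of NANOG, GATA2, KRT8, LGMN and DPP4. It proposes that failure to regulate such genes on hatching probably contributed to the slower and less efficient development of these embryos.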

SLC36A2 (Solute carrier family 36 (proton/amino acid symporter), member 2) mediates the transport of amino and fatty acids, which are critical to early embryonic development [67], [68]. Further work is necessary to determine if this up-regulation of *SLC36A2* is compensating for the function of other dysregulated genes in PA embryos and reflecting the increased need for nutrients in the rapidly developing embryos.

LGMN (legumain), also known as cysteine protease 1, is involved in protein processing and is highly expressed in the placenta of pig [69]. Legumain has been reported to be expressed in bovine trophoblast and associated with the regulation of trophoblast invasiveness and endometrial remodelling during implantation [70]. DPP4 (dipeptidyl peptidase 4) is a membrane-bound aminopeptidase, which is associated with placental development and the establishment of proper fetal-maternal interactions in cattle and human [7], [71]. In the present study, dramatic up-regulation of *LGMN* and *DPP4* were observed during hatching process in IVV embryos, but the expression changes of *LGMN* and *DPP4* observed during hatching process in PA embryos are much less dramatic. Results from the present study showed that the expression of several critical pluripotency, trophoblast development, and implantation-associated genes (*NANOG*, *GATA2*, *KRT8*, *LGMN*, and *DPP4*) were not properly regulated during the blastocyst hatching process in PA embryos. In addition, altered regulation of “notch signalling”-associated genes was also observed during the blastocyst hatching process in PA embryos. Failing to regulate the expression of these critical genes during the hatching process is probably contributed to the delayed and less efficient development of PA embryos.

Further protein expression level data for these dysregulated genes that were identified in the present study would be necessary before a definite link could be drawn between dysregulations of these genes and deficiencies that observed in PA and CT embryos.

## Conclusion

In the present study, we have successfully characterized the altered gene expression profiles in porcine HB embryos derived from parthenogenetic activation and somatic cell chromatin transfer, in comparison with *in vivo*-derived HB. Specifically, we have identified several signalling pathways, critical genes, and critical gene networks that were significantly altered in the PA- and CT-derived HB stage embryos. In addition, we have also identified several critical genes that were not properly regulated during the blastocyst hatching process in embryos derived from PA.

To date, morphological characteristics and blastocyst formation rate are still two of the major parameters commonly used in embryonic developmental competence assessment [2]. Results from the present study showed that embryos produced from PA and CT could develop into expanded blastocyst and hatched blastocyst stage, even with dysregulations of critical pathways and gene networks. Hence, the morphological criteria and blastocyst development ratio are insufficient to determine the ultimate competence of embryos generated after *in vitro* ART manipulations (such as PA and CT). The critical genes that exhibited altered expression in CT and PA embryos could be indicative of underlying developmental deficiencies of embryos produced from these technologies.

## Supporting Information

Dataset S1 **Expression data of significant differentially expressed (B-H P-value<0.05, FC>2 or <0.5) genes in PA HB vs. IVV HB and CT HB vs. IVV HB analyses.**
(XLSX)

Dataset S2 **IPA bio-function analysis result of significantly altered (B-H P-value<0.05, molecules involved in the analysis ≥ 8) biological function categories in PA HB vs. IVV HB and CT HB vs. IVV HB analyses.**
(XLSX)

Dataset S3 **IPA upstream regulator analysis result of transcription factors that predicted to be significantly activated or inhibited (overlap P-value<0.01, IPA Activation z-score >2 or <−2) in PA HB vs. IVV HB and CT HB vs. IVV HB analyses.**
(XLSX)

Dataset S4 **Expression data and IPA upstream regulator analysis prediction of differentially expressed (B-H P-value<0.05, FC>2 or <0.5) regulation targets of transcription factor TP53 in PA HB vs. IVV HB and CT HB vs. IVV HB analyses.**
(XLSX)

Dataset S5 **Expression data of genes that differentially expressed (FC > 2 or <0.5, B-H P-value<0.05) during the blastocyst hatching process in PA and IVV-derived embryos.**
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

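RNA of 12 pools of 5 embryos was measured on the EMPV1 array: 3 biological replicates each of IVV XB, IVV HB, PA XB and PA HB, with the sample in Cy5 and a common reference RNA pool in Cy3. The log2 values analysed are ratios of sample over reference that the authors made with simple background subtraction and within-array loess in FlexArray, according to their methods. The values of 24908 probes were used as deposited, with none missing and no normalization between arrays. That the values are log2 ratios of sample over reference was checked by comparing differences of group means with the fold changes of Dataset S1. CT-derived embryos, which are not in these values, and the QPCR data were not analysed here.

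Gene symbols were taken from the probe table: 10735 probes have 1 symbol and 14173 have none. The accession given for 2849 of the named probes was matched to a RefSeq transcript for 1616, which updated 75 names, and synonyms updated 24 more. The named probes stand for 7776 genes, of which 1869 have more than 1 probe. Probes without a symbol were kept in the fit and in the adjustment.

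A mean per group was fitted to all 12 arrays with limma 3.58.1 in R 4.3.3 (data.table 1.17.8), with 8 residual and 5.64 prior degrees of freedom. Moderated tests compared PA HB with IVV HB, IVV HB with IVV XB, PA HB with PA XB and PA XB with IVV XB, and tested the difference between the hatching changes (HB minus XB) of PA and IVV embryos. Adjustment was by Benjamini-Hochberg over all 24908 probes. A probe was called at an adjusted p of at most 0.05 and a change of at least 2-fold, and a gene when at least 1 of its probes was called. Single genes are given with the probe of the lowest moderated F p unless another probe is named. Errors beside fold changes are standard errors of the fit, and errors beside group means are SD over 3 arrays.

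There were 31 lists of genes by function or cell type, 28 of them with at least 3 measured genes, fixed before the data were examined but after Datasets S1, S4 and S5 had been read. Datasets S1 and S5 come from these arrays, so results of the lists in the comparisons they cover are not independent of them. Each gene of a list was represented by 1 probe, the same in all comparisons. It was the probe with the lowest moderated F p over the groups of these arrays. This choice favours probes that differ, and the adjustment over the list alone does not allow for it. Members called up and down were counted, also with the p adjusted over the list alone. Not all of the lists are described in the text. Lists were tested as sets with camera at a preset correlation of 0.01 and again with an estimated correlation, with adjustment over the lists. Genes are named in the text by rules fixed at the same time: genes that the paper names, the genes with the largest change among those called whose groups do not overlap (10 up and 10 down between PA HB and IVV HB, 5 and 5 elsewhere), up to 4 called genes with the lowest p in each list, Y-linked genes and the genes of Dataset S5. A probe without a symbol that was called in PA embryos was singled out after its value was seen.

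The comparisons were repeated with scaling of the arrays to the same spread, quantile normalization, the replicate number as a block, array weights, robust moderation, the fit of the compared groups alone (not for the difference between hatching changes, which uses all groups), the mean of all probes of a gene, the more variable 50% of probes, no limit on the fold change, and each array of the compared groups left out in turn. The method was tested on simulated data in which changes of 1.5-, 2-, 3- and 4-fold were each set on 50 probes of the same simulated arrays. Of changes of 3-fold, 72.0% were recovered between PA HB and IVV HB and 34.0% in the difference between hatching changes. In the real values 3151 probes had an adjusted p of at most 0.05 in limma between PA HB and IVV HB. With so many, the limit is less strict than in the simulation, so the simulated shares do not describe that comparison closely. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.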

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

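The tests of other splits of the arrays, of spread and other cells as reasons for the many genes that differ between PA and IVV embryos, and of a swap of IVV HB replicate 2 were chosen after the results were seen; the other tests of IVV HB replicate 2 and those of the oocyte, respiratory chain and chaperone lists were set before.

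Between PA XB and IVV XB, a comparison the paper does not report for the array, 1239 named genes were called, and 831 between PA HB and IVV HB; other splits of the 6 arrays gave at most 0 genes in both, and 10 splits, of which 1 was as large (the real one), are too few for a share under 0.05. PA arrays had the wider spread of log2 ratios, but rank correlations, which spread does not alter, averaged 0.704 within and 0.488 between the origins (exact one-sided permutation p = 0.00216, the smallest that 462 splits can give), which argues against spread as the whole reason. At HB, 21 markers of blood, leukocytes, oviduct and uterus were not lower in PA embryos as a set, as maternal cells in the IVV pools would make them. Their median log2 fold change was 0.21 (quartiles -0.08 and 1.55), with 1 called lower and 6 called higher. Some rises lie at very low ratios, as for OVGP1 (-7.02, -5.33 and -6.33 on the IVV HB arrays). The markers therefore do not exclude such cells, and XB was not tested in this way. Origin goes with in vitro culture and handling in this design, so that these are open and untested explanations beside activation itself. The time labels also differ by origin. The PA XB pools are labelled 5, 6 and 6 and the PA HB pools 7, in a unit (hpf) that is unclear, and the IVV HB pools day 5.5. Whether pools of the same stage had the same age is thus not known.

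IVV HB replicate 2 lay nearest the PA arrays of the IVV HB arrays, at 0.466 on the axis from IVV XB (0) to PA XB (1), with the others at 0.0307 and 0.317, farther from each other than replicate 2 from the nearer of them. A swap with a PA HB array is argued against, since the lowest PA HB array lay at 0.767. Embryos of another hatching stage in the pool stay open: the deviation of this array had r = 0.145 with the hatching change of PA embryos, and 0.497 with the difference between PA XB and IVV XB. A wider spread of that array also stays open, although the array was the highest IVV HB array after quantile normalization (0.552, the others at 0.103 and 0.449) and after scaling to the same spread (0.551, the others at -0.0393 and 0.363), since it lay above them by less than the gap between these. A biological difference between the pools was not tested.

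The list of oocyte transcripts passed the set test toward higher, and those of the respiratory chain and chaperones toward lower, values in PA HB with the preset correlation, and none with an estimated correlation (adjusted p = 0.242, 0.214 and 0.0735). Unequal spread of the arrays is argued against as the whole reason: after scaling or quantile normalization, 6 of 6 set tests with the preset correlation passed, the highest adjusted p being 2.66e-06, although quantile normalization brought the oocyte median from 1.13 to 0.53 and its called genes from 12 to 7. Compression of low ratios on PA arrays stays open for the oocyte list and for other genes far below the reference, such as JAG1, TFPI2, NID2, GPX3, DPPA5 and OVGP1. The 19 oocyte list members with a mean log2 ratio under -2 in IVV XB had a median change of 1.30. The 628 other probes under that limit had 0.74 (quartiles 0.25 and 1.14), a difference of 0.56 (bootstrap SD 0.08). The sets were not matched in level below the limit, so this difference cannot tell compression from a rise of oocyte transcripts. The rule for this test was given its spread after the value was seen. RNA of whole oocytes in the PA pools could raise these transcripts, and 89.5% of the low list members (17 of 19) were over 0.5 higher in PA HB; delayed loss of maternal RNA in PA embryos would do the same and was not tested apart from it.

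The test of the difference between the hatching changes of PA and IVV embryos called IL6 (2.66) and a probe without a gene name (3.39, adjusted p = 0.0254; 3.25 in PA and -0.13 in IVV embryos), and 4.93% of probes had an unadjusted p under 0.05. Chance is not excluded for the number of genes: of 100 splits of the stages within PA and within IVV, drawn from 200, 9 gave at least 1 gene, the highest other 3, although 4 gave at least 2 probes. These 100 splits ignore the replicate number, by which the PA arrays pair (r = 0.45, 0.32 and 0.22). Without IVV XB replicate 3, 35 genes were called; 1 was called without IVV HB replicate 1, and 0 without any of the other 10 arrays. IVV XB replicate 3 is labelled day 6, after the IVV HB pools at day 5.5 and the other IVV XB pools at day 5, and whether its age bears on these counts was not tested. The hypoblast list had a median difference of -0.49 (camera adjusted p = 0.0243, adjusted p = 0.864 with an estimated correlation). It was written after Dataset S5 had been read and holds APOE of that dataset. Its camera adjusted p was 0.0898 after quantile normalization, 0.127 with the mean of all probes, 0.0655 without IVV XB replicate 1, 0.0696 without IVV HB replicate 2, 0.0561 and 0.206 without PA XB replicates 1 and 2, and 0.144 without PA HB replicate 2. For the 16 genes from IVV XB to IVV HB the highest other of 10 splits gave 4, and for the 1 gene from PA XB to PA HB 4 of 10 splits were as large with a highest other of 2, again too few splits for a share under 0.05; these splits were fitted without the replicate number and ignore the pairing of the PA arrays (r = 0.45, 0.32 and 0.22 for the same number), so that they do not bear on the 11 genes of the PA fit with that block.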

How the results depend on the processing

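The fit of the PA arrays with the replicate number as a block was chosen after the data were examined, as were the set tests without single arrays and after scaling. A filter for probes with a value on all 12 arrays was not run, since no value is missing. Without a single array, a group keeps 2 arrays and is assumed to vary like the others. Between PA HB and IVV HB the 831 genes became 440 with quantile normalization and 508 with the mean of all probes of a gene, and 289 (without IVV HB replicate 1) to 1051 (without PA HB replicate 1) with 1 array left out. Of the 440 genes with quantile normalization, 367 were among the 831, and of 770 with scale normalization 447. From IVV XB to IVV HB the 16 genes became 53 with scale normalization, 51 with quantile normalization, 162 with array weights and 32 with the replicate block, and 3 (without IVV HB replicate 3) to 138 (without IVV XB replicate 3) with 1 array left out. From PA XB to PA HB the 1 gene became 0 with scale normalization, quantile normalization or the compared groups alone, 4 with the replicate block and 11 with that block within PA alone, and 1 to 2 with 1 array left out. Between PA XB and IVV XB the 1239 genes became 1911 with no fold change limit. For the difference between hatching changes the 1 gene became 0 to 35 with 1 array left out. With an estimated correlation, 0 lists passed the set test in any comparison. In the same order of comparisons, 9, 3, 1, 9 and 1 passed with the preset correlation. From IVV XB to IVV HB 1 passed with quantile normalization, 1 with the mean of all probes and 2 to 5 with 1 array left out; from PA XB to PA HB 1 to 2 passed with 1 array left out; for the difference between hatching changes 0 passed with quantile normalization and 0 to 2 with 1 array left out. List members called went from 138 to 85 between PA HB and IVV HB with the mean of all probes, from 5 to 10 from IVV XB to IVV HB and from 1 to 0 from PA XB to PA HB with quantile normalization. Hatching genes of Dataset S5 went from 13 to 7 with the compared groups alone, and genes shared by the stages from 615 to 297 with quantile normalization. For single probes, 946 results were the same, 105 were weaker, 23 stronger and 98 moved; with 1 array left out, 2577 were the same, 165 weaker, 15 stronger and 63 moved. No called change turned its direction. The cause was not tested.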

Differences from the paper's values

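The fit of the PA arrays with the replicate number as a block was chosen after the values were seen.

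At the paper's thresholds, the paper gives 1492 differentially expressed genes between PA HB and IVV HB and the count here is 831 named genes. Probes without a symbol are not counted as genes here. Of 1491 genes read from Dataset S1, 1034 have a named probe. Of these, 783 have a probe within 5e-04 of the paper's log2 fold change, and 707 of the 783 are called here. No fold change limit (1224) and leaving out PA HB replicate 1 (1051) bring it within 1.5 times, and the other alternatives do not. From PA XB to PA HB the paper's count is 3 and the count here 1 named gene (2 probes, 1 of them without a symbol and at the paper's value for ANXA8). The replicate block (4) and leaving out PA HB replicate 3 (2) come within the limits, the others do not. From IVV XB to IVV HB the paper's count is 31 and the count here 16; the more variable probes (23), the replicate block (32) and leaving out IVV HB replicate 1 (36) come within the limits, the others do not.

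For HEY2 from IVV XB to IVV HB the paper's fold decrease is 2.4 and the value here is 0.972, with 0.804 to 1.20 over the alternatives, none of which reaches the paper's. Of 15 log2 fold changes of Dataset S1 compared, 12 lie within the error. The paper's value for GATA2 is -1.0738 and the value here 0.26. Only quantile normalization (-0.87) comes within the error. That step was not needed for the 783 genes with a probe at the value of Dataset S1, so it is unlikely to be the reason. For HSP90AA1 the paper's value is -1.12403 and the value here -0.33, and its other probe has the paper's value (-1.12); no alternative brings the probe used to it. For MYO6 the paper's value is 1.76252 and the value here -0.19, with no alternative within the error. Of 24 log2 fold changes of Dataset S5, 18 lie within the error. In IVV embryos the paper's value for CLDN4 is -1.55625 against -0.93 here (within the error with quantile normalization, -1.38, and without IVV HB replicate 1, -1.30), and for SPIC -1.49633 against -0.79 (within it with quantile normalization, -1.31). The paper's values are 2.13662 for MKNK1 (0.53 here), 2.18758 for PAQR8 (0.21 here), -1.45809 for PCYOX1 (-0.20 here) and -1.84081 for SRP14 (-0.22 here), with no alternative within the error. Apart from HSP90AA1, the differing values of the paper may belong to probes without a symbol here, which was not tested.

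In its passage on Notch genes, the paper's text has HEY2 and JAG1 lower and PSEN2 higher in PA HB than in IVV HB on the array. Its QPCR goes the other way for PSEN2, which was lower in PA HB, and for JAG1, which was detected in PA HB and not in IVV HB. Here, and in Dataset S1, HEY2 (1.36) and JAG1 (2.17) are higher and PSEN2 (-1.01) is lower. By QPCR the paper has HEY2 higher in IVV XB than in PA XB, and on the array here it is higher in PA XB (1.62, SE 0.37, adjusted p = 0.00882). The paper calls GATA2 lower in PA HB, on the array and also by QPCR. On the probe named GATA2 here it is not called under any setting run, with a negative value after quantile normalization and without IVV HB replicate 1 (-0.07). By QPCR the paper also has KRT8 lower in PA HB than in IVV HB. On the array here KRT8 is called higher in PA HB, though its other probe is not called. The paper has smaller rises of DPP4 and LGMN from XB to HB in PA than in IVV embryos. On the array LGMN has 1.29 in PA and 1.30 in IVV embryos, while DPP4 has 0.76 and 3.09. The paper calls HSP90AA1 lower and its other probe is called here. Of the paper's hatching genes that are not called here, LGMN is called with quantile normalization, the replicate block, the compared groups alone and without IVV XB replicate 3. KCTD3 is called with the replicate block (adjusted p = 0.0497), and with that block within PA alone (adjusted p = 0.0274), a setting chosen after the values were seen that keeps SLC36A2. ATP5G1 is called with quantile normalization (1.87, adjusted p = 0.0499), the replicate block (adjusted p = 0.0397) and without IVV HB replicate 1 (adjusted p = 0.0465) or IVV XB replicate 3 (adjusted p = 0.00471). PQLC3 (1.30, adjusted p = 0.0527) is called with quantile normalization (adjusted p = 0.00800), the replicate block (adjusted p = 0.0160) and without IVV HB replicate 1 (adjusted p = 0.0468) or IVV XB replicate 3 (adjusted p = 0.0310). B4GALT5 (1.79, adjusted p = 0.0563) is called with quantile normalization (adjusted p = 0.00631), the replicate block (adjusted p = 0.0397), the compared groups alone (adjusted p = 0.0218) and without IVV XB replicate 3 (adjusted p = 0.0244). GATA2 is called from IVV XB to IVV HB with quantile normalization and without IVV HB replicate 1.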

Other observations

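Tests of overlap between the stages and of pairing by replicate number were set before the data were examined; the fit of the PA arrays with the replicate number as a block was chosen after.

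The difference between PA and IVV embryos was already present at XB, and 615 genes were called at both stages, of 1239 at XB and 831 at HB. Between PA XB and IVV XB, 683 genes were higher and 576 lower, 20 of them both ways. Changes are again ranked among called genes with an established symbol and no overlap between the groups. The genes with the largest rises were GLUL, glutamine synthetase, with 4.15 (SE 0.40, n = 3 arrays per group, limma adjusted p = 1.16e-04), PTBP1, a splicing regulator, with 3.82, TUSC2, a candidate tumor suppressor, with 3.54, FOLR1, a folate receptor, with 3.53, and FTL, a ferritin chain, with 3.46. The genes with the largest falls were DIS3L, an exosome nuclease, with -3.15 (SE 0.33), SLC3A1, an amino acid transporter subunit, with -3.07 (SE 0.53), SCD5, a desaturase, with -2.93 (SE 0.64), CTH, an enzyme of cysteine synthesis, with -2.89 (SE 0.67), and TRAF3IP2, a signalling adaptor, with -2.79 (SE 0.77, adjusted p = 0.0213). The log2 ratios of SLC3A1 (2.12 and 1.46), SCD5 (2.91 and 2.04) and TRAF3IP2 (3.13 and 1.94) were high in IVV XB replicates 1 and 2 and not in replicate 3 (-0.56, -0.65 and -0.84). TRAF3IP2 was not called without IVV XB replicate 1 (adjusted p = 0.101), IVV XB replicate 2 (adjusted p = 0.0921) or PA XB replicate 2 (adjusted p = 0.0888), nor CTH without IVV XB replicate 2 (adjusted p = 0.0504). Of the genes called, 374 were higher at both stages, where 39.3 are expected by chance, 248 were lower at both (29.1 expected) and 30 went opposite ways on at least 1 probe. Over the genes, r between the 2 differences was 0.824, and 0.725 with quantile normalization, when 297 genes were shared of 1051 at XB and 440 at HB.

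In PA XB 19 of 30 oocyte transcripts rose and 1 fell (20 and 1 when adjusted over the list alone), with a median of 1.51 (camera adjusted p = 6.63e-07), and 17 of 48 respiratory chain genes fell and 2 rose (18 and 2), with a median of -0.84 (adjusted p = 1.83e-05). Of 44 cytosolic ribosomal proteins 17 fell and 5 rose (17 and 5; adjusted p = 0.00162), of 25 chaperones 10 fell and 0 rose (12 and 0; adjusted p = 1.57e-04), of 51 mitochondrial ribosomal proteins 11 fell and 2 rose (11 and 2; adjusted p = 0.00295), and of 22 proteasome subunits 3 fell and 2 rose (3 and 2; adjusted p = 0.0183). Of 31 splicing factors 11 fell and 5 rose (12 and 5; adjusted p = 0.0231), and of 12 hypoblast genes 4 rose and 0 fell (5 and 0; median 0.49, adjusted p = 0.0231), among them GATA6, a hypoblast transcription factor, with 2.23, and NID2, a basement membrane protein, with 1.80 (0.56 and not called with its probes averaged). With an estimated correlation none of these passed: the adjusted p was 0.469 for ribosomal proteins and 0.281 for the others. Translation initiation factors did not pass with the preset correlation either: of 24 measured, 7 fell and 2 rose in PA XB (camera adjusted p = 0.0783). Without IVV XB replicate 2, 11 respiratory chain genes, 7 mitochondrial ribosomal proteins and 1 proteasome subunit fell and 3 splicing factors rose, without PA XB replicate 2, 2 splicing factors rose, without IVV XB replicate 3, 5 proteasome subunits fell, and without PA XB replicate 1 the hypoblast set had an adjusted p of 0.0601.

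Between PA HB and IVV HB, 7 of 31 splicing factors fell and 3 rose (9 and 4 over the list alone; camera adjusted p = 0.00896, adjusted p = 0.241 with an estimated correlation), and 1 rose without IVV HB replicate 1 or PA HB replicate 3. SRSF11, a splicing regulator, had -2.10 (SE 0.36, limma adjusted p = 0.00391). Of 23 genes of oxidative stress and glutathione, 7 rose and 2 fell (7 and 3 over the list alone; adjusted p = 0.0966); FTL rose by 2.46 (SE 0.19, adjusted p = 5.47e-05) and GPX3, a glutathione peroxidase, by 1.80 (0.99 with its probes averaged). Without IVV HB replicate 1, 2 rose, and without PA HB replicate 2 or 3, 4 rose. Of 12 hypoblast genes 2 rose and 1 fell (2 and 1; adjusted p = 0.596): GATA6 with 2.06 (SE 0.36, adjusted p = 0.00448), NID2 with 1.19 and APOE with -1.45, of which NID2 (0.45) and APOE (-0.91) were not called with their probes averaged; without IVV HB replicate 1, PA HB replicate 2 or PA HB replicate 3, 1 rose. Of 11 glycolysis enzymes 1 rose and 2 fell (1 and 2; adjusted p = 0.836), with 1 falling without IVV HB replicates 1 or 3 or PA HB replicates 2 or 3 and 2 rising without IVV HB replicate 3 or PA HB replicate 2.

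Genes with an imprinted origin are of interest in embryos without a paternal genome. Of 7 paternally expressed imprinted genes, 0 were called in limma between PA HB and IVV HB and 0 had an unadjusted p under 0.05 (median -0.04, camera adjusted p = 0.794). Of 5 maternally expressed ones, 1 rose (TFPI2, a protease inhibitor, 1.66, adjusted p = 0.0140, and 2.17 in PA XB) and 2 had an unadjusted p under 0.05 in limma (camera adjusted p = 0.0864). Without IVV HB replicate 1 or PA HB replicate 2 or 3, 0 rose. TFPI2 was far below the reference on the IVV HB arrays (log2 ratios of -4.18, -3.07 and -3.32), where compression of low ratios on PA arrays stays open. Only 1 gene of the Y chromosome had named probes, EIF1AY, with 0.26 (adjusted p = 0.507) on the probe used. On the PA HB arrays that probe had log2 ratios of 0.02, 0.15 and 0.27, and its other probe 0.87, 0.82 and 0.82. PA embryos have no paternal genome and so no Y chromosome. These probes therefore cannot be read as measuring a Y transcript. Of the other lists, 1 gene of X inactivation had 0.03, and 0 olfactory receptors had a named probe. Of 27 small noncoding RNAs 0 were called in limma, and 4 had an unadjusted p under 0.05 (adjusted p = 0.568). Of 21 measured genes that the paper names, a list chosen on these samples, 10 rose and 2 fell (10 and 2; adjusted p = 0.00243, adjusted p = 0.0735 with an estimated correlation); without IVV HB replicate 1, 6 rose and 1 fell, and 1 fell without PA HB replicate 1 or 2. For markers of other cells, 3 of 12 leukocyte genes rose and 0 fell (adjusted p = 0.0966): AIF1, CXCR4, a chemokine receptor, with 1.99 (adjusted p = 0.0318), and HCST, a signalling adaptor, with 1.95 (adjusted p = 0.0409), of which AIF1 alone was called without IVV HB replicates 1 or 3 or PA HB replicates 2 or 3. Of 12 cumulus and granulosa genes 1 rose (2 over the list alone; adjusted p = 0.293), of 6 oviduct and uterus genes 2 rose (OVGP1, an oviduct glycoprotein, with 1.55 and FOLR1 with 1.85; adjusted p = 0.171), of 3 erythrocyte genes 1 rose and 1 fell (EPB42, a membrane protein, with 2.19 and HBE1, a globin, with -1.24; adjusted p = 0.568) and of 5 sperm genes 0 were called or had an unadjusted p under 0.05 in limma (adjusted p = 0.599).

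PA XB and PA HB arrays of the same replicate number deviated alike, with r of 0.45, 0.32 and 0.22 against a mean of -0.16 for other numbers, while in IVV embryos the values were 0.03, -0.13 and 0.20. In the fit of PA arrays with this block, 7 genes rose and 4 fell from XB to HB. Besides SLC36A2 and KCTD3 the genes that rose were CRYAB, a small heat shock protein, with 2.65, CRABP2, which binds retinoic acid, with 1.73, GNPDA1 with 1.68, PLCD3, a phospholipase, with 1.55 and P2RX4, an ATP receptor, with 1.46, and FOLR1 (-1.35) and PNCK, a kinase (-1.76), fell. LGMN had an adjusted p of 0.173 and DPP4 of 0.359 there. The 11 genes were found after the block was chosen on the same arrays and may depend on it, since 1 gene was called in the fit of all 12 arrays and 4 with the block there. The genes that the paper names were the 1 list past the set test from PA XB to PA HB in the fit of all 12 arrays (adjusted p = 4.18e-04, adjusted p = 0.0566 with an estimated correlation). In the PA fit with the block this list had a camera adjusted p of 0.00137, and of 0.814 with an estimated correlation. It was chosen on these samples and holds SLC36A2 and KCTD3, so that its passing is not independent evidence.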
